# Tryptophan metabolism is a physiological integrator regulating circadian rhythms

**DOI:** 10.1016/j.molmet.2022.101556

**Published:** 2022-07-29

**Authors:** Paul Petrus, Marlene Cervantes, Muntaha Samad, Tomoki Sato, Alina Chao, Shogo Sato, Kevin B. Koronowski, Grace Park, Yasmine Alam, Niklas Mejhert, Marcus M. Seldin, José Manuel Monroy Kuhn, Kenneth A. Dyar, Dominik Lutter, Pierre Baldi, Peter Kaiser, Cholsoon Jang, Paolo Sassone-Corsi

**Keywords:** Circadian, Metabolism, Tryptophan, Systems biology

## Abstract

**Objective:**

The circadian clock aligns physiology with the 24-hour rotation of Earth. Light and food are the main environmental cues (zeitgebers) regulating circadian rhythms in mammals. Yet, little is known about the interaction between specific dietary components and light in coordinating circadian homeostasis. Herein, we focused on the role of essential amino acids.

**Methods:**

Mice were fed diets depleted of specific essential amino acids and their behavioral rhythms were monitored and tryptophan was selected for downstream analyses. The role of tryptophan metabolism in modulating circadian homeostasis was studied using isotope tracing as well as transcriptomic- and metabolomic- analyses.

**Results:**

Dietary tryptophan depletion alters behavioral rhythms in mice. Furthermore, tryptophan metabolism was shown to be regulated in a time- and light- dependent manner. A multi-omics approach and combinatory diet/light interventions demonstrated that tryptophan metabolism modulates temporal regulation of metabolism and transcription programs by buffering photic cues. Specifically, tryptophan metabolites regulate central circadian functions of the suprachiasmatic nucleus and the core clock machinery in the liver.

**Conclusions:**

Tryptophan metabolism is a modulator of circadian homeostasis by integrating environmental cues. Our findings propose tryptophan metabolism as a potential point for pharmacologic intervention to modulate phenotypes associated with disrupted circadian rhythms.

## Highlights

• Dietary tryptophan and threonine controls circadian behavioral rhythms.
• Tryptophan is metabolized in a time- and light- dependent manner.
• Light cycles and tryptophan intake coordinate temporal regulation of metabolism and transcription.
• Tryptophan metabolism regulate expression of the core clock machinery.

## 1 Introduction

Throughout the evolution of life on Earth, the planet has revolved around the sun while rotating around its own axis once every ∼24-h giving rise to day and night cycles. Thus, biological systems have adapted to predict these geophysical phenomena [1]. Modern societies, with 24-h access to artificial light and food, disrupt the synchrony between circadian homeostasis and day/night-cycles, contributing to several diseases including obesity, neurodegenerative disorders, and cancer [[2], [3], [4], [5], [6], [7]]. The circadian clock is an evolutionary conserved molecular circuit that allows living organisms to anticipate and adjust to daily environmental fluctuations [8]. At its core, the circadian clock is constituted of a transcriptional-translational feedback loop where the transcription factors BMAL1 and CLOCK heterodimerize and bind to E-box elements at the promotors of hundreds of genes including their own repressors *Per1-3* and *Cry1-2* [9]. The repressors accumulate in the cytosol and translocate to the nucleus to inhibit the transcriptional complex, a cycle that takes about 24 h. The core clock machinery is tightly coupled with metabolism that communicates environmental cues to regulate circadian transcription [10,11].

The clock is synchronized by environmental pacemaker cues termed *zeitgebers* with light being the most dominant signal [12]. Photic signals reset the master clock in the suprachiasmatic nucleus (SCN) located within the hypothalamus [13,14]. The SCN communicates photic cues to other clocks within the brain as well as to peripheral organs [[15], [16], [17]]. Feed-fasting cycles are also potent *zeitgebers* [2,[18], [19], [20]] that mainly regulate rhythms in peripheral tissues [[19], [20], [21], [22], [23], [24]]. However, the central clock is also influenced by nutrition [16,17,[25], [26], [27]]. In fact, nutritional challenges such as high fat diet reprogram behavioral, central-metabolic/transcriptional rhythms [28,29] as well as altering the SCN response to photic signals [30,31]. However, little is known about the *zeitgeber* properties of specific dietary nutrients such as amino acids that serve as signaling molecules in inter-organ communication [32].

Herein, we tested the necessity of each essential amino acid (EAA) for behavioral circadian rhythms and identified tryptophan as a central modulator of circadian homeostasis.

## 2 Material and methods

### 2.1 Mice

Male C57BL/6 mice (the Jackson Laboratory), aged 8 weeks, were acclimated to 12hr light/dark cycles or constant darkness prior to the intervention. Mice were group-housed during the acclimation period and were individually housed during the intervention period. All procedures were performed in accordance with guidelines of the Institutional Animal Care and Use Committee at the University of California, Irvine.

### 2.2 Intervention procedures

After the acclimation period mice were single housed for one week under 12-h light/dark cycles (LD) or in constant darkness (DD) followed by the introduction of the tryptophan depleted (-Trp, TD.130674), threonine depleted (-Thr, TD.190881), phenylalanine depleted (-Phe, TD.210439), methionine depleted (-Met, TD.140119), lysine depleted (-Lys, TD.210440), histidine depleted (-His, TD.190882) and branched-chain amino acid depleted (-BCAA, TD.210441) -diet and nitrogen-matched control diet (Ctrl, TD.01084) (Tekla diets). The dietary intervention was given *ad libitum* and continued for two weeks under the same lighting conditions, either 12-h light/dark cycles or in constant darkness. The jet-lag experiment was performed while mice were on the diet intervention and in a 12-h light/dark cycle. The light schedule was inverted by extending the dark period by 12-h on the 7th day. Supplementation of the tryptophan metabolic intermediates, kynurenine (K8625, Sigma) and 5-hydroxy-L-tryptophan (H9772, Sigma) was performed throughout the second week of the dietary intervention under constant darkness. Mice were injected intraperitoneally with saline or 20 mg/kg body weight of each compound which is within or below the amounts used in previous studies [[33], [34], [35]]. Injections were performed at CT10-11 i.e., at about the start of their active phase. The light pulse experiment was performed by turning on the lights for 1-hr in the room after the two-week dietary intervention in DD (as explained above). A subset of mice was kept in DD as a reference point for the effect of the light pulse.

Tissues were harvested immediately after cervical dislocation and snap-frozen in liquid nitrogen. To harvest serum, blood samples were placed on ice for 30 min followed by centrifugation (3000 rpm, 10 min, 4 °C). Samples were stored at -80 °C prior to downstream analyses.

### 2.3 Tryptophan flux procedure

Mice were acclimated to 12hr light/dark cycles or constant darkness for one week. On the seventh day, U-[13C]-Tryptophan was injected, intraperitoneally at ZT/CT4 or ZT/CT16. Mice were euthanized 5 min and 20 min after injections.

Sample preparation and metabolite extraction: For tissue harvest, mice were euthanized via cervical dislocation and tissues were immediately collected and snap-frozen in liquid nitrogen with a pre-cooled Wollenberger clamp. For serum, blood samples were placed on ice for 30 min followed by centrifugation (3000 rpm, 10 min, 4 °C). Serum (5 μL) was mixed with 150 μL -20 °C 40:40:20 methanol: acetonitrile: water (extraction solvent), vortexed, and immediately centrifuged at 16,000×*g* for 10 min at 4 °C. The supernatant (100 μL) was collected for LC-MS analysis. Frozen tissue samples were ground at liquid nitrogen temperature with a Cryomill (Retsch, Newtown, PA). To minimize data variation due to tissue heterogeneity, entire tissues were harvested and grounded. The resulting tissue powder was weighed and then extracted by adding -20 °C extraction solvent (as above), vortexed, and centrifuged at 16,000×*g* for 10 min at 4 °C. The volume of the extraction solution (μL) was 40x the weight of tissue (mg) to make an extract of 25 mg tissue per mL solvent. The supernatant (40 μL) was collected for LC-MS analysis.

*LC-MS*: A quadrupole-orbitrap mass spectrometer (Q Exactive, Thermo Fisher Scientific, San Jose, CA) operating in a positive ion mode was coupled to vanquish UHPLC system (ThermoFisher Scientific, San Jose, CA) with electrospray ionization and used to scan from *m*/*z* 70 to 1000 at 1 Hz and 140,000 resolutions. The LC separation was achieved on an XBridge BEH Amide column (2.1 mm × 150 mm, 2.5 μm particle size, 130 Å pore size; Waters, Milford, MA) using a gradient of solvent A (95:5 water: acetonitrile with 20 mM ammonium acetate and 20 mM ammonium hydroxide, pH 9.45) and solvent B (acetonitrile). The flow rate was 150 μL/min. The LC gradient was: 0 min, 85% B; 2 min, 85% B; 3 min, 80% B; 5 min, 80% B; 6 min, 75% B; 7 min, 75% B; 8 min, 70% B; 9 min, 70% B; 10 min, 50% B; 12 min, 50% B; 13 min, 25% B; 16 min, 25% B; 18 min, 0% B; 23 min, 0% B; 24 min, 85% B; 30 min, 85% B. Autosampler temperature was 5 °C, and injection volume was 3 μL. Data were analyzed using the MAVEN software. Isotope labeling was corrected for natural 13C abundance using the AccuCor R code [36].

### 2.4 Locomotor activity analysis

Mice were individually housed in cages equipped with an optical beam motion detector (Philips Respironics) throughout the interventions. Data was collected using the Minimitter VitalView 5.0 data acquisition software. Analysis and actograms were performed and generated using Clocklab within the Matlab software (Actimetrics).

### 2.5 Indirect calorimetry

Indirect calorimetry was carried out by negative-flow system cages Oxymax/CLAMS (Columbus Instruments). The mice were placed in the cages on the 11th day of the dietary intervention and metabolic measurements were collected over 72-h under 12-h light/dark cycles or in constant darkness. The first 24-h was an acclimation period and therefore excluded from the analysis.

### 2.6 Food intake, body weight and body composition measurements

Initial food allocation was measured and then remeasured every other day at ∼ZT/CT11. Mice fed *ad libitum*. Likewise, initial body weights were measured at day 0 of the diet interventions and every other day thereafter for the entirety of the intervention. Body composition measurements were taken using EchoMRI™ Whole Body Composition Analyzer on the 14th day of the diet intervention.

### 2.7 Metabolomics analyses

Samples were extracted with methanol and subjected to non-targeted MS analysis using UPLC-MS/MS, as described [37]. Briefly, all methods utilized a Waters ACQUITY ultra-performance liquid chromatography (UPLC) and a Thermo Scientific Q-Exactive high resolution/accurate mass spectrometer interfaced with a heated electrospray ionization (HESI-II) source and Orbitrap mass analyzer operated at 35,000 mass resolution. Sample extracts were dried then reconstituted in solvents compatible with each of the four methods. Each reconstitution solvent contained a series of standards at fixed concentrations to ensure injection and chromatographic consistency. One aliquot was analyzed using acidic positive ion conditions, chromatographically optimized for more hydrophilic compounds. In this method, the extract was a gradient eluted from a C18 column (Waters UPLC BEH C18-2.1 × 100 mm, 1.7 μm) using water and methanol, containing 0.05% perfluoropentanoic acid (PFPA) and 0.1% formic acid (FA). Another aliquot was also analyzed using acidic positive ion conditions; however, it was chromatographically optimized for more hydrophobic compounds. In this method, the extract was a gradient eluted from the same aforementioned C18 column using methanol, acetonitrile, water, 0.05% PFPA and 0.01% FA and was operated at an overall higher organic content. Another aliquot will be analyzed using basic negative ion optimized conditions using a separate dedicated C18 column. The basic extract was a gradient eluted from the column using methanol and water, however with 6.5 mM Ammonium Bicarbonate at pH 8. The fourth aliquot was analyzed via negative ionization following elution from a HILIC column (Waters UPLC BEH Amide 2.1 × 150 mm, 1.7 μm) using a gradient consisting of water and acetonitrile with 10 mM Ammonium Formate, pH 10.8. The MS analysis alternated between MS and data-dependent MSn scans using dynamic exclusion. The scan range methods covered 70–1000 *m*/*z*.

Samples were analyzed in longitudinal batches reflecting the temporal collection of the CLSA cohort approximately every 3 years. Within each temporal batch, metabolites were identified by automated comparison of the ion features in the experimental samples to a reference library of chemical standard entries that included retention time, molecular weight (*m*/*z*), preferred adducts, and in-source fragments as well as associated MS/MS spectra and curated by visual inspection for quality control using software developed at Metabolon. Identification of known chemical entities was based on comparison to metabolomic library entries of purified standards. Commercially available purified standard compounds have been acquired for the determination of their detectable characteristics. Additional mass spectral entries have been created for structurally unnamed biochemicals, which have been identified by virtue of their recurrent nature (both chromatographic and mass spectral). Peaks were quantified using area-under-the-curve. The raw area counts for each metabolite in each sample were normalized to correct for variation resulting from instrument inter-day tuning differences by the median value for each instrument run-day, therefore, setting the medians to 1.0 for each run. Missing values were imputed with the observed minimum after normalization. Pathway enrichment of metabolic pathways was calculated using the following formula (k/m)/((n-k)/(N-m)) where k is the number of significant metabolites within the pathway, m is the total number of metabolites within the pathway, n is the total number of significant metabolites in all pathways and N is the total number of detected metabolites in all pathways. Metabolite data were log transformed and auto-scaled before correlation analysis. Pearson's correlation coefficient was calculated to estimate inter- and intra-tissue metabolite pair correlations. Networks are based on metabolite-pair correlations with an estimated p-value < 0.001.

### 2.8 RNA extraction

Total RNA was extracted from the suprachiasmatic nucleus (SCN) and the liver with TRIzol (Invitrogen), followed by precipitation with isopropanol and ethanol.

### 2.9 Real-Time Quantitative PCR

Complementary DNA (cDNA) was obtained by retrotranscription of 500 ng of RNA from SCNs and 1000 ng of RNA from livers with the Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific). Quantitative real-time polymerase chain reaction (qRT-PCR) analysis was performed using QuantStudio 3 (Applied Biosystems) with PowerUp SYBR Green Master Mix (Applied Biosystems). *18S* was used as an endogenous control for liver samples and *Tbp* was used for SCN samples. The sequences of primer used are as follows: mouse *18S*, 5′-CGCCGCTAGAGGTGAAATTC-3′ (forward) and 5′-CGAACCTCCGACTTTCGTTCT-3′ (reverse); mouse *Tbp*, 5′-CCCTTGTACCCTTCACCAAT-3′ (forward) and 5′-TTGAAGCTGCGGTACAATTC-3′ (reverse); mouse *Nr1d1*, 5′-AGGCTGCTCAGTTGGTTGTT-3′ (forward) and 5′-CTCCATCGTTCGCATCAATC-3′ (reverse); mouse *Dbp*, 5′-AATGACCTTTGAACCTGATCCCGCT-3′ (forward) and 5′-GCTCCAGTACTTCTCATCCTTCTGT-3′ (reverse); mouse *Arntl*, 5′-GCAGTGCCACTGACTACCAAGA-3′ (forward) and 5′-TTGCAATCTTACCCCAGACA-3′ (reverse); mouse Clock, 5′-ACCACAGCAACAGCAACAAC-3′ (forward) and 5′-GGCTGCTGAACTGAAGGAAG-3′ (reverse); mouse *Per2*, 5′-CGCCTAGAATCCCTCCTGAGA-3′ (forward) and 5′-CCACCGGCCTGTAGGATCT-3′ (reverse); mouse *Cry1*, 5′-CAGACTCACTCACTCAAGCAAGG-3′ (forward) and 5′-TCAGTTACTGCTCTGCCGCTGGAC-3′ (reverse); mouse *Nampt*, 5′-GGTCATCTCCCGATTGAAGT-3′ (forward) and 5′-TCAATCCAATTGGTAAGCCA-3′ (reverse) and mouse *Timeless*, 5′- AATACCTGAAACGCTTCGC-3′ (forward) and 5′- TTGAAGAGGCAGAACAGGG-3′ (reverse).

### 2.10 RNA-sequencing and analysis

Total RNA was monitored for quality control using the Agilent Bioanalyzer Nano RNA chip and Nanodrop absorbance ratios for 260/280 nm and 260/230 nm. Library construction was performed according to the Illumina TruSeq® Stranded mRNA Sample Preparation Guide. The input quantity for total RNA was 1000 ng for liver samples and 200 ng for SCN samples and mRNA was enriched using oligo dT magnetic beads. The enriched mRNA was chemically fragmented for 3 min. First strand synthesis used random primers and reverse transcriptase to make cDNA. After second strand synthesis, the ds cDNA was cleaned using AMPure XP beads and the cDNA was end-repaired and then the 3’ ends were adenylated. Illumina barcoded adapters were ligated on the ends and the adapter-ligated fragments were enriched by nine cycles of PCR. The resulting libraries were validated by qPCR and sized by Agilent Bioanalyzer DNA high sensitivity chip. The concentrations for the libraries were normalized and then multiplexed together. The multiplexed libraries were sequenced on paired-end 100 cycles chemistry on the Novaseq 6000. The version of Novaseq control software was NVCS ver 1.7.0 with real-time analysis software, RTA 3.4.4.

### 2.11 Bioinformatics and pathway analyses

The reads from each replicate experiment were aligned to the reference genome assembly mm10 and corresponding transcriptome using Tophat. 

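The SCN libraries analysed here number 72, in tables whose rows each carry a gene symbol, and some symbols are used by more than 1 row. Of the 24346 symbols, 23310 (95.7%) were found in GENCODE release M21, which is built on GRCm38, the assembly also called mm10. Gene positions and the length of the longest transcript of each gene were taken from that release.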

Subsequently, gene expression levels were computed from the read alignment results using Cufflinks, another tool in the Tuxedo protocol. This protocol outputs the FPKM values for each gene of each replicate. 

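FPKM scales the number of fragments to the length of the transcript and to the mapped fragments of the library. Read counts were not used here, so the depth behind each value is unknown and no counting error is given. Between 17931 and 18778 rows were above 0 in a library, and 15918 rows were above 0 in all 72 libraries. Median-of-ratios factors, computed over all libraries for the comparisons of expression level, ranged from 0.909 to 1.083.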

To determine the periodicity of genes, the JTK-CYCLE [38] algorithm and the BIO_CYCLE [39] algorithm were used and produced consistent results. 

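JTK_CYCLE was recomputed for the SCN libraries on FPKM as deposited. The settings were a period of 24 h, 6 time points with 3 libraries each, the exact null distribution of the statistic, Bonferroni adjustment over the 6 lags and no filter on low values. On the values printed in the copy of Table S2 used here, which holds rows of Ctrl LD and Ctrl DD, the recomputed p-value and amplitude equalled the printed ones in every row, to a relative tolerance of 0.0001. The lag equalled the printed one in 1955 rows of Ctrl LD and 132 rows of Ctrl DD and differed in the others. Libraries were also simulated from the mean of each gene and its spread within time points, for genes with a mean of at least 1 FPKM. The noise was independent between genes and libraries. A rhythm with a log2 amplitude of 0.25 was added to 200 genes, and 79.0% to 84.5% of them were called, depending on the group. At a log2 amplitude of 0.5, between 92.5% and 98.0% were called. Of the genes without an added rhythm, 2.66% to 3.19% were called. Real genes are not independent of each other, so these shares do not give the spread of the number called in real libraries. BIO_CYCLE was not run here.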

The output of these algorithms includes the amplitude, phase, and p-value for each transcript. Genes were considered circadian if their p-value outputted by JTK-CYCLE was <0.05. Heatmaps of circadian transcripts were generated using the R package gplots v3.0.3, where the rows were sorted by the JTK_CYCLE output phase and row z-score normalized. Gene ontology and pathway analysis was performed using DAVID software [40].

### 2.12 Protein extraction and Western blot

Frozen liver pieces were placed in 1.5 ml Eppendorf tubes with RIPA buffer (50 mM Tris-HCl [pH 8.0], 150 mM NaCl, 1% NP-40, 0.5% Sodium Deoxycholate, 0.1% SDS, 5 mM MgCl2, and 1 mM PMSF) supplemented with Protease Inhibitor Cocktail (Roche), 1 mM DTT, 20 mM NaF, 10 mM Nicotinamide, 330 nM Trichostatin A (T8552, Sigma). Samples were homogenized using a VWR 200 homogenizer followed by a 10 s sonication at 60%. The tissue lysates were centrifugated at 13200 rpm for 15 min at 4 °C. Supernatants were transferred to a new tube and an aliquot was used for protein quantification using the Bradford assay (Bio-Rad). A total of 20 μg of protein lysates were separated on 8% gels by SDS-PAGE and transferred to nitrocellulose membranes. The membranes were incubated with primary antibodies overnight (anti-BMAL1, Abcam, ab93806; anti-REVERBα, Cell Signaling Technologies, 13418; anti-CLOCK, Bethyl Labs, A302-618A; anti-CRY1, Bethyl Labs, A302-614A; anti-PER2, Alpha Diagnostic, PER21-A; anti-P84, Genetex, GTX70220) at 4 °C and peroxidase-conjugated secondary antibodies (Anti-mouse IgG, HRP conjugate, EMD Millipore, AP160P; Anti-rabbit IgG, HRP-linked, EMD Millipore, 12-348) for 1 h at room temperature. Visualization was performed by chemiluminescent HRP substrate (WBKLS0500, EMD Millipore). The blots were developed with autoradiography films (HyBlot CL, Denville Scientific). The films were scanned and densitometry was analyzed through ImageJ software.

### 2.13 Statistics

For each experiment, the number of biological replicates, statistical test, significance threshold and visual representation information (i.e., mean, SEM, etc. of graphs) can be found in the figure legends. Power analyses were performed to determine the number of samples using G-power 3.1 analyses software. A power >0.8 was considered sufficient. Complex statistical analyses are described within their corresponding methods section. Unless otherwise stated, data were analyzed in Prism 9.0 (GraphPad).

## 3 Results

### 3.1 Essential amino acids alter circadian rhythms of locomotor activity

To gain insight into the role of EAAs in regulating central circadian rhythms, we fed C57Bl6/J mice diets depleted of each EAA for 2 weeks under constant darkness (DD) to avoid overriding effects of photic *zeitgeber*-signals. For branched-chain amino acids, we depleted all three together because their catabolism overlap. Most of EAAs influenced behavioral rhythms of locomotion when they are depleted in diet (Figure 1A). Cosinor analyses of the last 72 h of the intervention revealed that the amplitude of locomotor activity was significantly increased in mice fed diets depleted of tryptophan, threonine, phenylalanine or lysine (Figure 1B). While there were no significant changes in period (time between bouts of activity) (Figure 1C), the length of the activity bout (the time mice were active in each bout) was significantly shorter in mice fed diets depleted of tryptophan, threonine, or histidine (Figure 1D). Thus, only tryptophan or threonine depletion altered both the amplitude and the activity period. We repeated the experiment in a larger cohort which confirmed the effect of tryptophan depletion on locomotor activity (Figure 1E). Based on these data and previously known effects of tryptophan-derived metabolites (e.g., serotonin, kynurenine, and NAD^+^) on circadian homeostasis, we decided to focus on the role of tryptophan (Trp) metabolism in regulating circadian rhythm.

**Figure 1:**
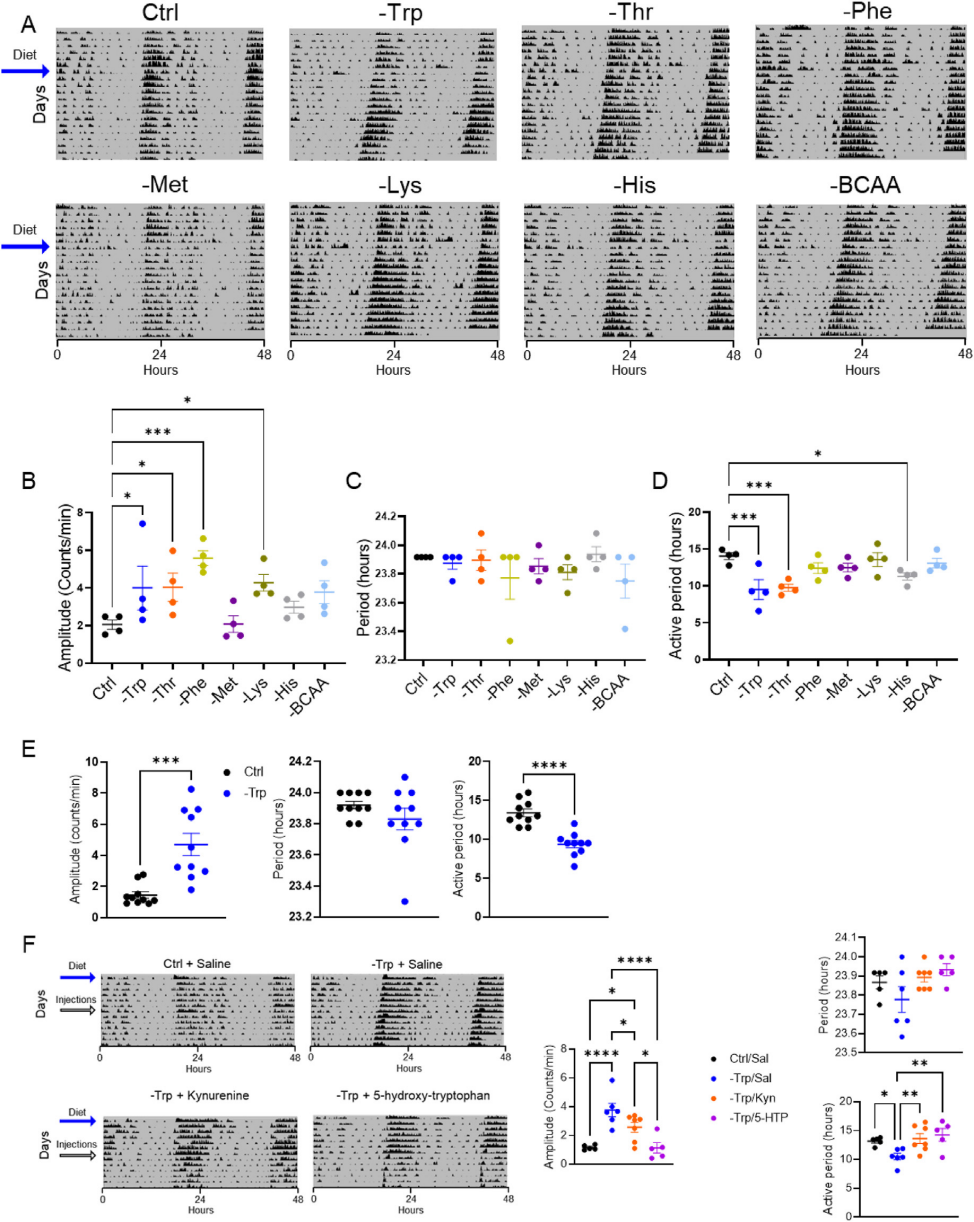
Essential amino acids regulate the circadian locomotor activity. **A**. Actograms representing the locomotor activity of mice fed diets depleted of specific essential amino acids and housed in constant darkness (indicated by the dark background). Black arrows on the left points on the start of the dietary intervention. Mice were fed regular chow until the start of the dietary intervention. **B-D**. Cosinor analyses of the last 72 h of the dietary interventions determined amplitude (**B**), period (**C**), and length of the active period (**D**). N = 4 mice. **E**. Actograms mice fed a chow diet (Ctrl) or a tryptophan depleted diet (-Trp) and the graphs representing the calculated amplitude, period and the length of the active period. N = 10 mice. **F.** Actograms showing the locomotor activity of mice injected with saline or the indicated tryptophan metabolites as well as cosinor analyses of the last 72 h of the dietary interventions. Unpaired student's t-test was used to determine significant differences between the two groups. One-way ANOVA was performed to determine statistically significant differences between more than two groups and multiple comparisons were subsequently analyzed with Fischer's least significant difference test. ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.001 and ∗∗∗∗*P* < 0.0001. Data are mean ± s.e.

We next asked whether tryptophan metabolites can reverse the effects mediated by Trp-depletion. Thus, mice were subjected to the dietary intervention as described above for one week and were injected with saline, kynurenine or 5-hydroxytryptophan (5-HTP) at CT10-11 daily throughout the second week of the intervention. Kynurenine partially rescued the phenotype while 5-HTP fully reversed the -Trp induced effects (Figure 1F), suggesting that effects are not induced by general amino acid deficiency.

### 3.2 Tryptophan metabolism is regulated by environmental cues

The effects of Trp metabolism on behavioral rhythms led us to ask whether Trp catabolism is time and/or light-dependent. It is noteworthy that melatonin, a Trp-derived hormone that is suppressed by light and regulates circadian homeostasis [41], is not produced in C57Bl6/J mice [42,43]. However, they produce other key circadian rhythm-related metabolites such as serotonin [[44], [45], [46]], kynurenine [47] and NAD^+^ [48,49], rendering these mice as an appropriate strain for studying the melatonin-independent effects of Trp on circadian physiology. Thus, we first tested whether these metabolites are generated from Trp in a time- and/or light-dependent manner (Figure 2A). To this end, we performed *in vivo* Trp isotope tracing experiments under light-dark (LD) or constant dark (DD) for 1 week. Based on the phase of the locomotor activity (Figure 1), we chose *zeitgeber* time/circadian time 4 (ZT/CT4) and ZT/CT16 (Figure 2B). Serum, liver and the SCN were collected 5 min and 20 min after [U-^13^C]-Trp provision and Trp-derived labeled metabolites were measured by liquid chromatography-mass spectrometry (LC-MS). In serum, both labeled Trp and kynurenine reached steady-state at 5 min, indicating rapid systemic Trp metabolism (Figure 2C). Constant darkness caused higher production of kynurenine despite lower labeled Trp levels. This DD-induced accelerated kynurenine production was more substantial at ZT/CT16 compared to that at ZT/CT4.

**Figure 2:**
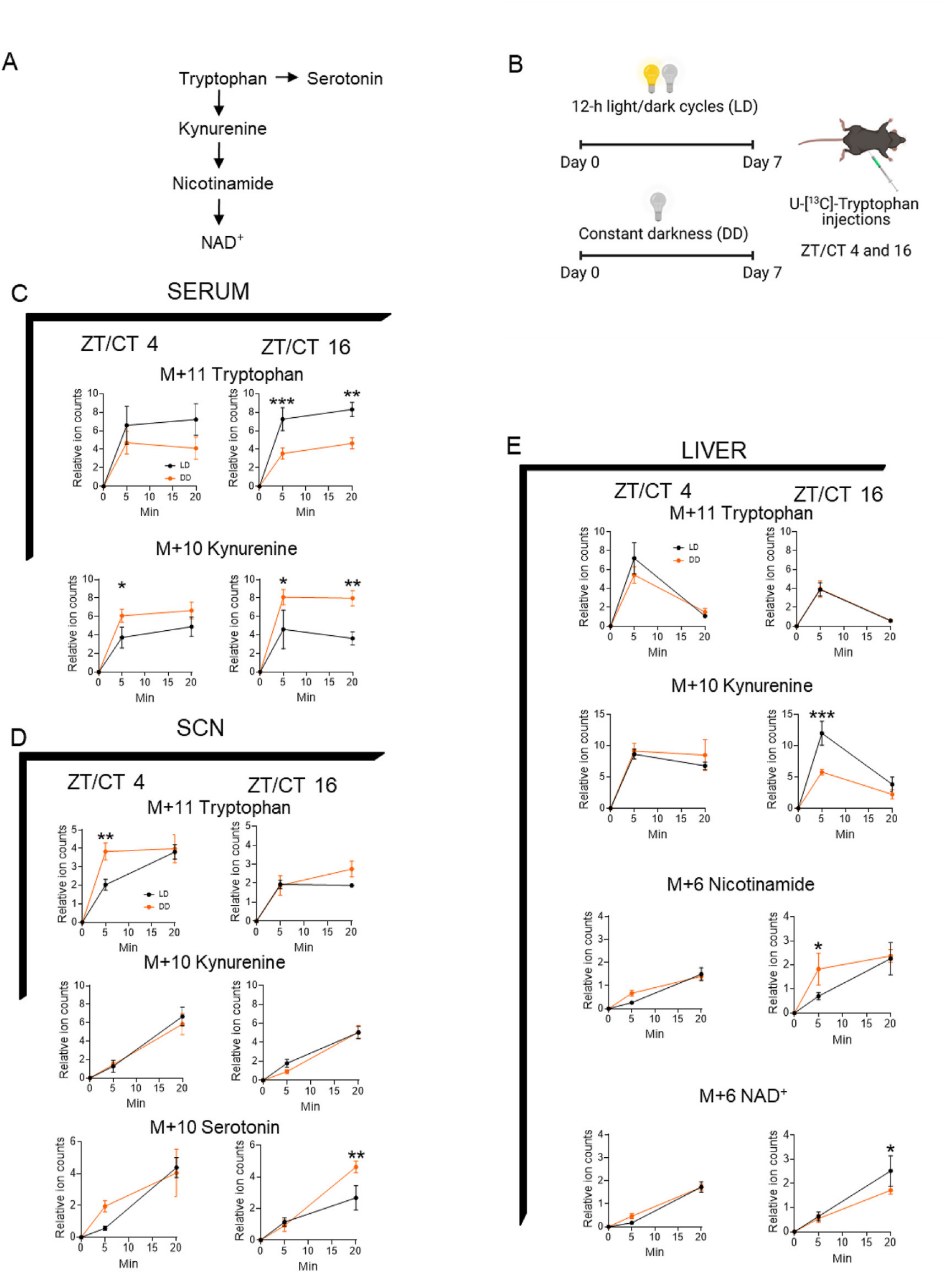
Tryptophan metabolism is time and light-sensitive. **A**. Schematic overview of the tryptophan pathway. **B**. Schematic representation of the tryptophan isotope tracing. **C-E**. Graphs show labeled ion counts of the indicated metabolites in the serum (**C**), SCN (**D**) and liver (**E**). N = 5 mice. Two-way ANOVAs followed by Fischer's least significant difference tests were used to determine significant differences. ∗*P* < 0.05 and ∗∗*P* < 0.01. Data are mean ± s.e.

The SCN showed slower Trp metabolism, with the levels of labeled downstream metabolites increased over time (Figure 2D). While the kynurenine production rate was indistinguishable among different conditions, serotonin production was accelerated by DD at ZT/CT16. These data suggest the role of light/dark cycles in regulating central serotonin production. Compared to the SCN, liver Trp metabolism was faster, showing peak levels of labeled Trp and kynurenine at 5 min (Figure 2E). The production of further downstream metabolites such as nicotinamide and NAD^+^ was slower. Notably, at ZT/CT16, DD showed lower labeled kynurenine but higher labeled nicotinamide, suggesting accelerated Trp metabolism. This was consistent with the higher labeled circulating kynurenine (Figure 2C), which is mostly produced from the liver [50]. Thus, light and time govern systemic Trp metabolism.

To gain further insight on the inter-relationship between Trp metabolism, circadian rhythms and environmental cues, we revisited our metabolomics datasets of high-fat diet-induced obesity [22] and physical exercise [51], both of which rewired circadian metabolic homeostasis. High-fat diet feeding altered the levels and rhythms of Trp metabolites in the liver, serum and SCN (Figures S1A–C). In particular, the rhythm of kynurenine in the liver and serum was dampened (Figures S1A and B). Physical exercise also altered Trp metabolism in a time-dependent manner, with kynurenine systemically induced in mice exercising at ZT16 (Figures S1D–F). Together, circadian regulation of Trp metabolism is sensitive to various interventions such as light exposure, diet and exercise, supporting its role as a physiological integrator of environmental cues.

### 3.3 Tryptophan and light coordinate temporal regulation of systemic metabolism

We next investigated the circadian (in constant darkness) and diurnal (in the presence of light/dark cycles) effects of dietary Trp depletion on other metabolic parameters. To this end, we exposed mice to LD and DD for one week before feeding a diet lacking Trp (-Trp) or a control diet (Ctrl) while keeping the same light schedule for an additional two weeks (Figures S2A and B). The two-week period was determined based on our intervention in Figure 1 and on previous data demonstrating that dietary Trp depletion accelerated weight loss starting at around day 13 [52]. Consistently, we also observed that -Trp fed mice lost a significant amount of body weight in both LD and DD which resulted in leaner body composition (Figures S2C and D). Interestingly, the body weight loss was not due to reduced food intake (Figures S2E and F) but likely due to increased energy expenditures (Figures S2G–H).

To gain more detailed insight into the temporal regulation of metabolism, we performed metabolomics analyses of the SCN, serum, and liver of these four intervention groups (Table S1). Strikingly, the -Trp diet induced a much larger number of metabolites fluctuating between ZT4 and ZT16 than the Ctrl diet in LD conditions (blue versus gray in Figure 3A). This pattern was observed across the SCN, serum, and liver. In contrast, such response was severely blunted in the absence of a light-dark cycle (dark blue versus black in Figure 3B). Intriguingly, these metabolites whose temporal regulation was sensitive to light and/or dietary Trp were not restricted to the Trp pathway (Figures S3A and B) but included a broad spectrum of central metabolic pathways (Figures S4A–C). Moreover, the overlapping metabolites that were temporally regulated by both diets displayed a significantly higher fold change in LD as compared to DD (Figure 3C,D). The number of metabolites that showed a significant correlation between organs, which reflects inter-organ metabolic coordination, was substantially increased in mice fed a -Trp diet in LD but reduced in DD (Figure 3E–G). Among the metabolites displaying this pattern we identified phenyllactate (Figure 3H) which recently was shown to be an exercise-induced metabolite regulating appetite [53]. Noteworthy is that the -Trp group displayed slightly larger amplitude in eating behavior in LD but not in DD (compare Figures S2G and H). Yet, the feeding pattern was not lost in the -Trp DD group suggesting other factors are at play contributing to the loss of temporal metabolic regulation. Together, dietary tryptophan and light/dark cycles coordinate temporal regulation of metabolism.

**Figure 3:**
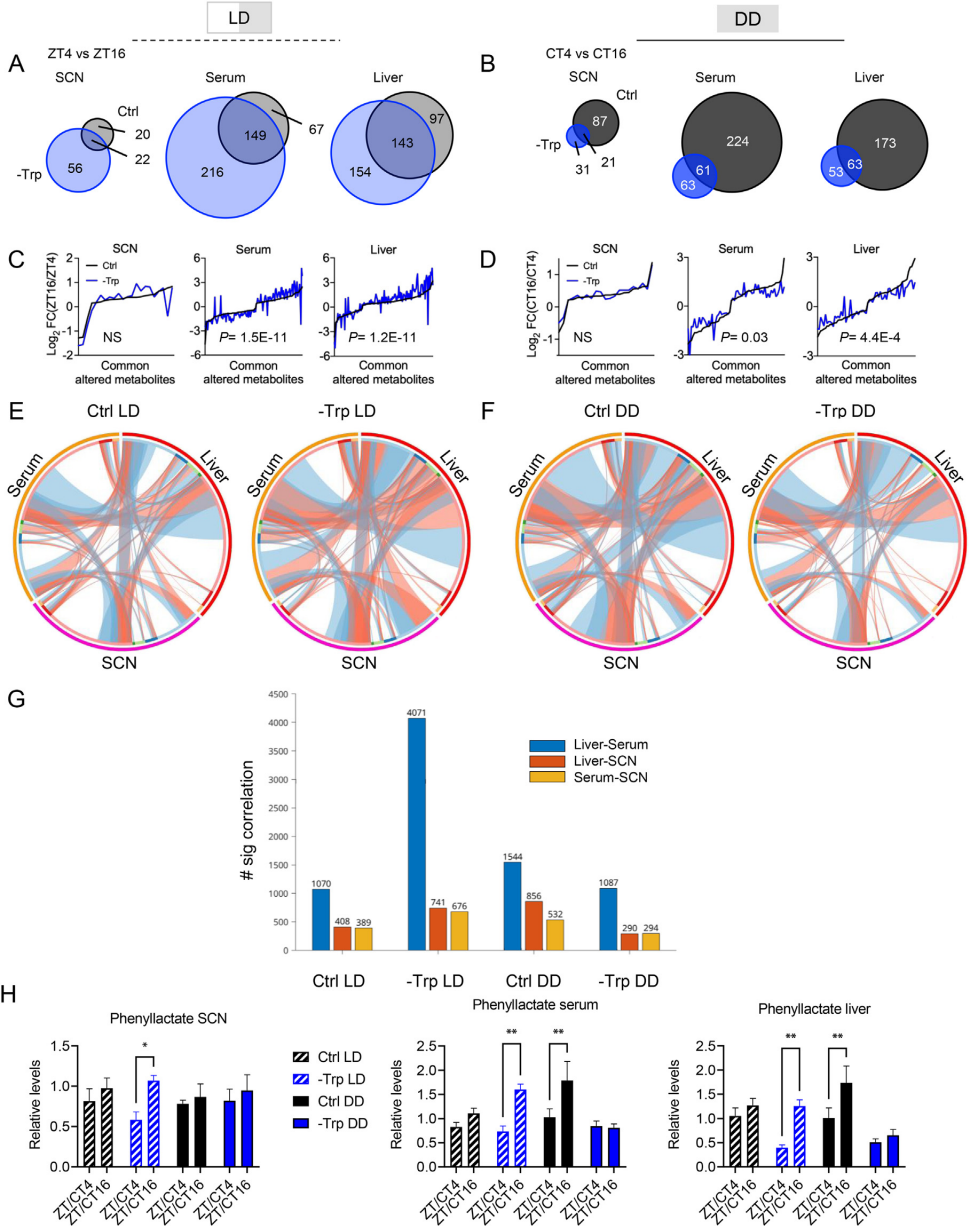
Temporal regulation of systemic metabolism is coordinated by light and tryptophan. **A-B**. Venn diagram representing the overlap of temporally regulated (comparing ZT4 and 16) metabolites between control (Ctrl) and tryptophan depletion (-Trp) in the SCN, serum and the liver. Mice were housed under 12-h light/dark cycles (**A**) or constant darkness (**B**). **C-D**. Log_2_ fold change (ZT16/ZT4) of the overlapping metabolites under 12-h light/dark cycles (**C**) or constant darkness (**D**). **E-F**. Circos plots represent correlations of metabolites between tissues from mice housed under light/dark cycles (**E**) or constant darkness (**F**). Red connections represent positive correlations and blue connections represent negative correlations. **G**. Bar chart showing the number of significantly correlating metabolites between the tissues and the serum in each group. **H.** Phenyllactate levels in the SCN, serum and liver at two time points illustrated as bar charts. Significant differences between time points were determined using a Two-Way ANOVA. Significant differences in the temporal fold change between dietary interventions were determined by first converting all negative values to positive followed by a paired students t-test of the Log_2_ fold changes and Bonferroni correction. N = 5 mice. NS = not significant. ∗*P* < 0.05 and ∗∗*P* < 0.01. Data are mean ± s.e.

### 3.4 Tryptophan contributes to the control of the circadian transcriptome

Metabolism and the core clock system are closely coupled [54,55]. Therefore, we next focused on circadian transcriptional rhythms. Hence, we performed RNA-sequencing analyses on SCNs and livers from mice fed a Ctrl or -Trp diet and housed under LD or DD conditions (Tables S2–3). 

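RNA of the SCN was sequenced from male C57BL/6 mice in 4 groups of 18 libraries. The mice were fed a nitrogen-matched control (Ctrl) diet or a diet without tryptophan (-Trp), and were housed under 12 h of light per day (LD) or constant darkness (DD). They spent 1 week under the light schedule before 2 weeks on the diet. At each of 6 time points, 4 h apart, 3 libraries were made per group, each from another mouse. The authors deposited FPKM in 1 table per group, with columns named by time point and replicate. The liver libraries were not analysed here.

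Columns of the same name hold different libraries in the deposited tables and in Table S2. Each of the 36 columns of Table S2 in the copy used here was compared with each deposited column, over 1920 to 1946 genes in Ctrl LD and 124 to 134 genes in Ctrl DD with a value of at least 0.05. Each column equalled 1 deposited column in 100% of these genes, to a relative tolerance of 0.0001. At most 2 genes equalled the column of the same name, and at most 5 any other column. With the deposited groups set side by side as Ctrl DD, -Trp DD, Ctrl LD and -Trp LD, and those of Table S2 as Ctrl LD, -Trp LD, Ctrl DD and -Trp DD, every matched column lies 12 places further on in the deposited tables. The Ctrl LD values of Table S2 at ZT0 and ZT4 are thus deposited as Ctrl DD at 16 and 20 h, and those at ZT8 to ZT20 as -Trp DD at 0 to 12 h. The Ctrl DD values of Table S2 at CT0 and CT4 are deposited as Ctrl LD at 16 and 20 h, and those at CT8 to CT20 as -Trp LD at 0 to 12 h. The -Trp values of Table S2 are outside this copy. The 36 -Trp libraries were therefore placed by continuing the same shift, which was chosen after the values were seen. Which order is right for the mice cannot be read from the values, and results are given for both, as "by column name" or "with the columns as named" and as "in the order of Table S2".

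The sum of FPKM over all genes fell into 2 separate ranges. It was 403066 or more in 37 libraries and 353587 or less in the other 35. For the columns as named, Ctrl LD had 12 libraries in the higher range and 6 in the lower, Ctrl DD had 6 and 12, -Trp LD had 1 and 17, and all 18 libraries of -Trp DD were in the higher range. Under the order of Table S2, all 36 libraries of LD were in the higher range and 35 of the 36 libraries of DD in the lower. The exception was replicate 2 of -Trp DD at CT4, with a sum of 411944. The sum of FPKM depends on which genes are expressed and is no measure of depth. For the columns as named, both control groups change range after 12 h. Comparisons of diets or of times by column name therefore do not separate these from range.

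**Figure D1:**
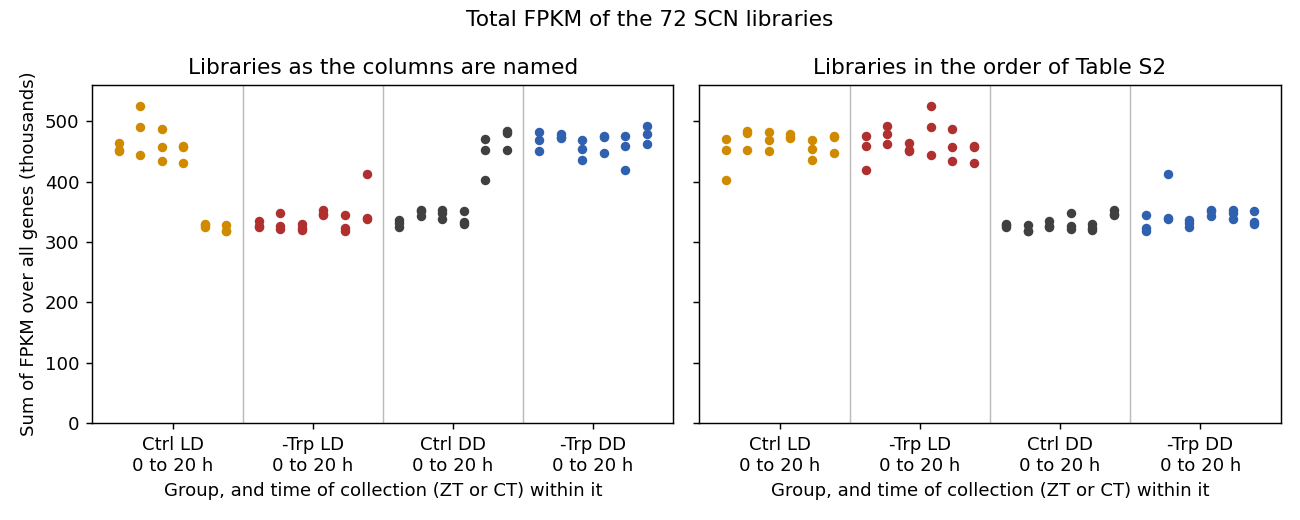
Sum of FPKM over all genes (vertical axis) against time of day (horizontal axis, h), 1 point per library and 1 colour per group. With the columns as named (left) both control groups change range between 12 and 16 h, and in the order of Table S2 (right) the LD groups lie at 403066 or above and the DD groups, apart from 1 library, at 353587 or below.

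Differences between the diets were tested with limma on log2(FPKM + 0.5) after median-of-ratios scaling, in LD and DD separately, over genes with a mean of at least 0.5 FPKM. Rhythms were compared by the joint moderated F-test of the interaction of diet with the cosine and sine of a 24 h cycle, and levels by the effect of diet beside time of day as a factor. The Benjamini-Hochberg method was used for adjusted p-values, with a threshold of 0.05. Counts of oscillating genes were set against the counts after exchanging libraries at random, with 100 arrangements that include the real one.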

Tissues were collected at six time points over the circadian cycle and transcriptional rhythms were determined using JTK_cycle [38]. Transcriptional oscillations were observed in both tissues from mice in all four intervention groups (Figure 4A–D). 

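By column name, JTK_CYCLE gave a p-value under 0.05 for 9416 genes in Ctrl LD, 617 in -Trp LD, 6874 in Ctrl DD and 1661 in -Trp DD. With the order of Table S2, the numbers were 1769, 1846, 1225 and 354. Each group was also tested with its 18 libraries placed in random order over the time points. Taking the order of Table S2, the median number of genes then called was 452 for Ctrl LD, 359 for -Trp LD, 511 for Ctrl DD and 455 for -Trp DD. The real order was the largest of 100 in Ctrl LD, 4 of 100 orders gave at least as many genes in -Trp LD and in Ctrl DD, and 67 of 100 did in -Trp DD. By column name, no random order gave as many genes as the real one in Ctrl LD, Ctrl DD or -Trp DD, and 27 of 100 orders did in -Trp LD, the real one included.

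The JTK_CYCLE p-values were also adjusted by the Benjamini-Hochberg method. In the order of Table S2, this left 21 genes in Ctrl LD, 93 in -Trp LD and 0 in Ctrl DD and -Trp DD, where a cosinor model fitted by limma called 1722 and 582 genes at an unadjusted p-value under 0.05. By column name, 7421, 0, 3016 and 22 genes remained below 0.05 after adjustment, and the cosinor model called 891 genes in -Trp LD. Single libraries changed 2 of the numbers in the order of Table S2 by more than 1.5 times. Without replicate 2 at ZT20, Ctrl LD had 2722 oscillating genes. Without replicate 1 at CT0 or replicate 2 at CT4, -Trp DD had 677 or 602.

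**Figure D2:**
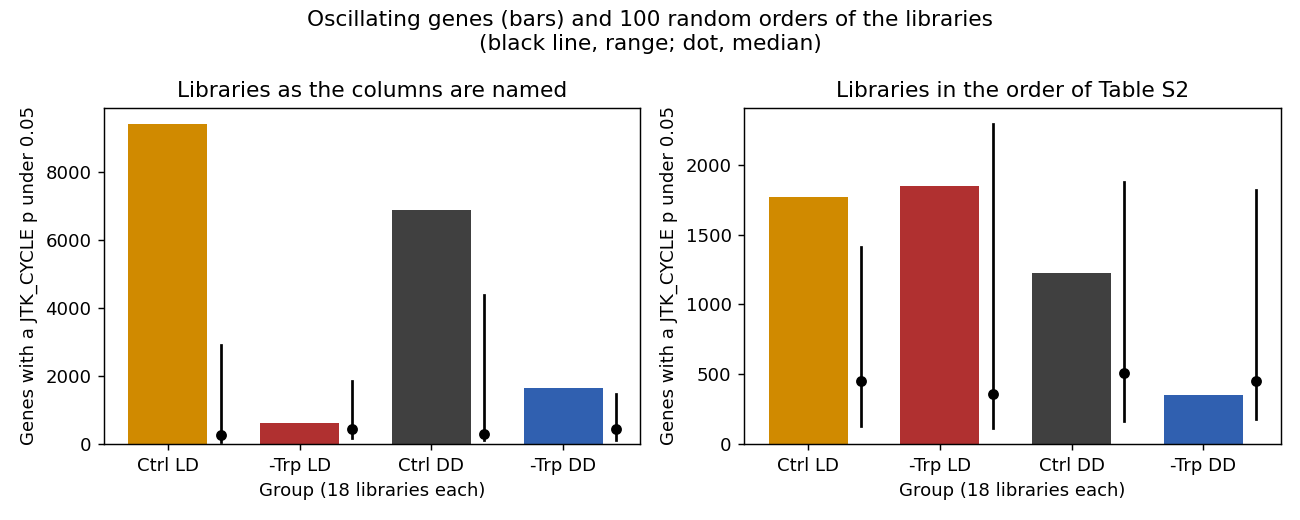
Number of genes with a JTK_CYCLE p-value under 0.05 in each group (bars, axis from 0), with the range and median over 100 random orders of the libraries (line and dot). With the columns as named (left) the bars of Ctrl LD, Ctrl DD and -Trp DD stand above the range, and in the order of Table S2 (right) only that of Ctrl LD does, at 1769 genes.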

In LD cycles, the rhythmic transcriptional program was largely altered in the absence of dietary Trp, yet transcriptional rhythms were still present (Figure 4E, S5A and B). Conversely, in DD, while several genes oscillated in the control diet group, it was dramatically reduced in -Trp fed mice (Figure 4F, S5C and D), further supporting that dietary Trp is important in sustaining circadian rhythms. Furthermore, in contrast to the well-aligned phases of the oscillating genes between the dietary groups in LD (Figures 4G and S5E), such phases were markedly misaligned in DD (Figure 4H and S5F). 

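In LD and in the order of Table S2, 577 genes oscillated on both diets, 1192 (67.4%) on the Ctrl diet alone and 1269 (68.7%) on the -Trp diet alone. Over all rows of the tables, unexpressed genes included, independent sets of these sizes would share 131 genes (odds ratio 8.33, p = 1.4e-238, two-sided Fisher's exact test, with genes that are not independent of each other). Over the 14202 genes with a mean of at least 0.5 FPKM, a background chosen after the data were seen, 540 genes were shared and 172 expected (odds ratio 5.98, p = 1.3e-159, Fisher's exact test). After exchanging the diets of libraries within time points at random, the median number of shared genes was 485, and 6 of 100 exchanges gave at least 577. The number of oscillating genes on the Ctrl diet minus that on the -Trp diet was -77, and 95 of 100 exchanges gave a difference at least as large in size. The sign of this difference changed when genes with a mean under 1 FPKM were left out (25). It also changed without replicate 2 of Ctrl LD at ZT20 (876), without replicate 1 of Ctrl LD at ZT8 (122) and without any of 11 libraries of -Trp LD (32 to 265).

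A gene called on 1 diet only is not thereby shown to differ between the diets, so the difference in rhythm was tested itself. By limma, 0 of 14202 genes had an adjusted p-value under 0.05 in the order of Table S2, and 456 had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.426, for Fkbp5 (chromosome 17, 28399094 to 28517527). In simulated data of the same size, the test called 81% of genes whose rhythm differed by a log2 amplitude of 0.5 and 31.5% of those with 0.25.

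By column name, 226 genes oscillated on both diets in LD, 9190 (97.6%) on the Ctrl diet alone and 391 (63.4%) on the -Trp diet alone. The expected overlap of independent sets was 233 genes over all rows (odds ratio 0.948, p = 0.56, Fisher's exact test). Over genes with a mean of at least 0.5 FPKM, fewer genes were shared than expected, 200 against 276 (odds ratio 0.501, p = 4.1e-13, Fisher's exact test), so this comparison depends on the background. Of the exchanges, 2 of 100 gave at least 226 shared genes. The difference between the diets of 8799 oscillating genes was the largest of 100 exchanges. The rhythm differed between the diets for 7518 of 14461 genes by limma with Benjamini-Hochberg adjustment. Ctrl LD changes between the 2 ranges of total FPKM after 12 h, and -Trp LD does not, apart from 1 library. The counts and the test of rhythm take up this step too. Over 0 to 12 h alone, with time of day as a factor and fewer libraries, 5 genes differed.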

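In DD and in the order of Table S2, 1196 (97.6%) of the genes oscillating on the Ctrl diet and 325 (91.8%) of those oscillating on the -Trp diet did so on that diet alone, and 29 genes oscillated on both. The expected overlap of independent sets was 17.4 genes over all rows of the tables (odds ratio 1.74, p = 0.0086, Fisher's exact test). Over genes with a mean of at least 0.5 FPKM, 25 were shared and 17.3 expected (odds ratio 1.51, p = 0.059, Fisher's exact test). Over those above 0 in all 36 libraries, 27 were shared and 20.7 expected (odds ratio 1.34, p = 0.17, Fisher's exact test). These tests leave an excess over independent sets unsettled. Of the random exchanges of diets within time points, 3 of 100 gave at least 29 shared genes, and the median was 10. The Ctrl diet had 871 more oscillating genes than the -Trp diet. After exchanging the diets of libraries within time points at random, 12 of 100 exchanges gave a difference at least as large in size, the largest being 1872. The difference was 467 without replicate 3 of Ctrl DD at CT0, 578 without its replicate 1 there, 554 without replicate 2 of Ctrl DD at CT4 and 548 without replicate 1 of -Trp DD at CT0. It was 0 with Benjamini-Hochberg adjustment, under which no gene was called on either diet, and 1140 with the limma cosinor model.

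The difference in rhythm itself passed limma's adjusted threshold in DD for 5 of 14484 genes in the order of Table S2 (990 at an unadjusted p-value under 0.05), and no random exchange of the diets gave more than 1 gene. With 1 library left out, the 5 became 1 without replicate 3 of -Trp DD at CT4, replicate 2 of -Trp DD at CT8, replicate 1 of Ctrl DD at CT4, replicate 2 of Ctrl DD at CT16, or replicate 1 or 3 of Ctrl DD at CT20. They became 2 without replicate 2 of Ctrl DD at CT4 or replicate 1 of Ctrl DD at CT8. They became 3 without replicate 2 of -Trp DD at CT12, replicate 1 or 3 of -Trp DD at CT20, replicate 3 of Ctrl DD at CT8 or replicate 2 of Ctrl DD at CT20. They became 8 without replicate 2 of -Trp DD at CT4 or replicate 3 of Ctrl DD at CT16. Srsf11 (chromosome 3, 158010473 to 158036639) had an adjusted p-value of 0.000464 from limma and passed the threshold in 36 of 36 repeats that left out 1 library each and in 7 of 8 alternatives. Its expression on the Ctrl diet rose from 26.9 ± 0.848 FPKM (SD, n = 3) at CT8 to 33.4 ± 1.46 at CT20, and on the -Trp diet it fell from 36.3 ± 1.50 at CT4 to 27.0 ± 0.662 at CT16. All 3 libraries at CT4 on the -Trp diet lay above all 3 on the Ctrl diet, and all 3 at CT16 lay below. Ggnbp2 (chromosome 11, 84832361 to 84870817) and Larp7 (chromosome 3, 127536714 to 127553349) both had an adjusted p-value of 0.0229, and each passed in 29 of 36 such repeats. Ggnbp2 peaked at 33.6 ± 1.71 FPKM at CT20 on the Ctrl diet and at 35.0 ± 3.34 at CT4 on the -Trp diet. Larp7 peaked at 8.60 ± 0.531 FPKM at CT20 and at 9.38 ± 1.30 at CT4. Fam122a (chromosome 19, 24476502 to 24477356; adjusted p = 0.0341) and Tmem50a (chromosome 4, 134897849 to 134915024; adjusted p = 0.0387) were named after their values were seen. With 1 fit for all 72 libraries, 14 genes passed the threshold.

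For the columns as named, 607 genes oscillated on both diets in DD, 6267 (91.2%) on the Ctrl diet alone and 1054 (63.5%) on the -Trp diet alone. The expected overlap was 459 genes over all rows (odds ratio 1.56, p = 2.8e-16, Fisher's exact test). Over genes with a mean of at least 0.5 FPKM, 572 were shared and 615 expected (odds ratio 0.873, p = 0.017, Fisher's exact test). The direction by Fisher's test thus depends on the background. Of the exchanges of diets, 1 of 100 gave at least 607 shared genes, the real one, and the largest other number was 464. The Ctrl diet had 5213 more oscillating genes, and 3 of 100 exchanges gave a difference as large in size. With 1 library left out, the difference was 3421 or 3401 without replicate 2 or 3 of Ctrl DD at 16 h, and 3346, 3182 or 3169 without replicate 1, 2 or 3 at 20 h. The Ctrl DD libraries change between the 2 ranges of total FPKM after 12 h. Over 0 to 12 h alone, where each diet lies in 1 range, JTK_CYCLE called 552 genes on the Ctrl diet and 1408 on the -Trp diet. These time points do not span a full 24 h cycle, so a steady rise or fall can be called too. Limma found a difference in rhythm for 4993 of 14370 genes. From the smaller number of oscillating genes in -Trp fed mice in DD, the paper reasons that Trp from the diet helps to keep circadian rhythms going.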

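The phase of a gene was taken as the JTK_CYCLE lag. In LD and in the order of Table S2, the median difference in phase between the diets was 2 h over the 577 shared genes, and 84.7% of them differed by 2 h or less. Random pairings of the same lags gave a median of 6 h, and 2 h or less never occurred (p = 0.0002, the smallest that the permutations can give, with genes that are not independent). In DD, the median difference was 8 h over the 29 shared genes, 17.2% differed by 2 h or less, and random pairings also gave 8 h (permutation p = 1). The median in DD was 10 h with the replicate block (permutation p = 0.0106) and 9.78 h with the limma cosinor model (permutation p = 0.0028). It was also 10 h without replicate 2 of Ctrl DD at CT16 (permutation p = 0.03), replicate 1 of -Trp DD at CT0 (permutation p = 0.0098) or replicate 3 of -Trp DD at CT16 (permutation p = 0.0226). The other 33 of 36 repeats with 1 library left out did not pass the threshold. Among them, the repeat without replicate 1 of Ctrl DD at CT12 gave 10 h (permutation p = 0.31). For genes with a mean of at least 1 FPKM the median was 10 h (permutation p = 0.998). With the phase of the cosinor fit it was 9.09 h (permutation p = 0.11). The phases of Ctrl LD were spread over 2 clusters, with 190, 177 and 209 genes at lags of 6, 8 and 10 h and 171, 157 and 192 at 18, 20 and 22 h. In -Trp LD the same lags held 229, 273 and 275 genes and 197, 190 and 137. In Ctrl DD the lag of 14 h held 353 of the genes and that of 2 h held 224.

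By column name, the median difference was 10 h in LD over 226 genes (random pairings 6 h, permutation p = 0.0002) and 6 h in DD over 607 genes (random pairings 6 h, permutation p = 1). In LD it was 5 h without replicate 2 of -Trp LD at 20 h (permutation p = 0.172), and 8 h without replicate 3 of -Trp LD at 4 h or at 8 h. In DD it was 4 h without replicate 1 or 3 of Ctrl DD at 0 h, replicate 3 of Ctrl DD at 4 h, or replicate 2 of -Trp DD at 12 or 16 h (permutation p = 0.0002 each).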

Similar to the metabolomics data, commonly oscillating genes between the dietary groups in LD displayed a significantly higher amplitude for the -Trp group (Figure 4I), which was attenuated under constant darkness (Figure 4J). 

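The ratio of the JTK_CYCLE amplitude on the -Trp diet to that on the Ctrl diet was computed for each gene oscillating on both diets. Under the order of Table S2, its median on the log2 scale was 0.24 in LD, and 390 of 577 genes (67.6%) had the larger amplitude on the -Trp diet. With the diets of libraries exchanged at random within time points, 4 of 100 exchanges gave a median at least as large in size. With 1 library left out in turn, the median stayed between 0.18 and 0.35. In DD, the median was 0.21, with 18 of 29 genes (62.1%) larger on the -Trp diet, and 37 of the 99 exchanges that left shared genes gave a median as large. It ranged from -0.13, without replicate 1 of Ctrl DD at CT8, to 0.56, without replicate 2 of -Trp DD at CT0, and was -0.02 after median-of-ratios scaling, so its direction in DD was not settled. The median in DD minus that in LD was -0.03, and 88 of 99 exchanges gave a difference at least as large in size.

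By column name, the median log2 ratio was -1.13 in LD, with 25 of 226 genes (11.1%) larger on the -Trp diet, and -0.82 in DD, with 123 of 607 (20.3%). In each case the real arrangement was the largest of 100. The DD minus LD difference was 0.32, and 41 of 100 exchanges gave one as large. The paper's paired test over genes was not repeated here.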

Overall, these metabolomics and transcriptomics data indicate the importance of dietary Trp in buffering photic cues (i.e., dampening the number and amplitude of temporally regulated transcripts and metabolites in LD and sustaining them in DD) to control circadian homeostasis.

**Figure 4:**
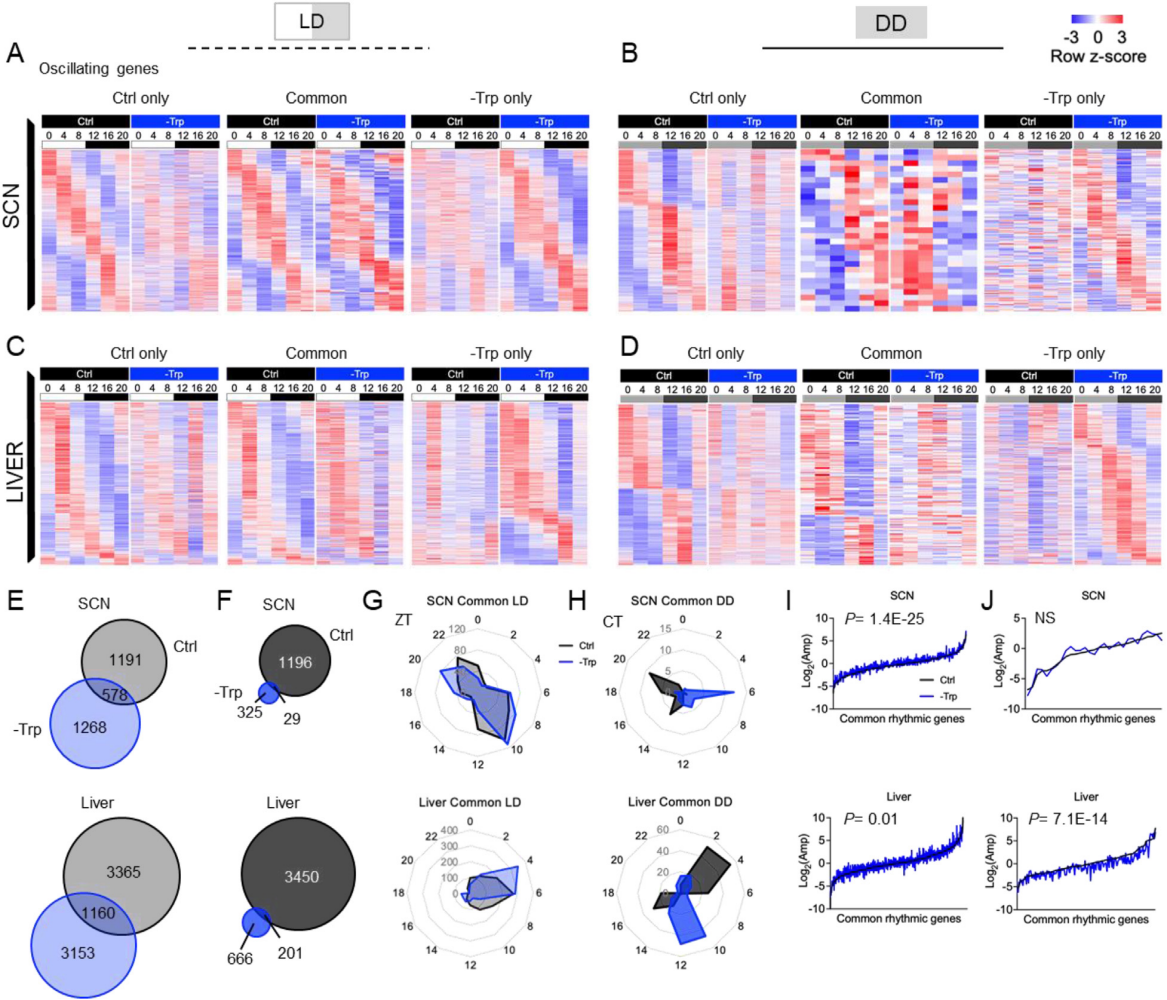
Light and tryptophan coordinate circadian transcriptional rhythms. **A-D**. Heatmaps represent the oscillating genes in the SCN (**A, B**) and the liver (**C, D**) that are common or unique for the dietary groups of mice housed under light/dark cycles (**A, C**) or constant darkness (**B, D**). **E-F**. Venn diagrams represent the overlap of oscillating genes between the dietary intervention groups in the SCN and the liver in mice housed under light/dark cycles (**E**) or constant darkness (**F**). **G-H**. Radar plots represent the phase of the oscillating metabolites of the SCN and liver in mice housed under light/dark cycles (**G**) or constant darkness (**H**). **I-J**. Amplitude for each gene oscillating in both dietary groups under light/dark conditions (**I**) or constant darkness (**J**) plotted in ascending order based on the amplitude in the control groups. Significant oscillations were determined by JTK-CYCLE *P* < 0.05. The amplitudes were statistically compared between dietary groups by a paired students t-test followed by Bonferroni correction. N = 3 mice. NS = not significant.

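The genes with the smallest JTK_CYCLE p-value and a mean of at least 1 FPKM were named for each group, 3 per group. With the order of Table S2, Hnrnpc (chromosome 14, 52073377 to 52104028) ranked first in Ctrl LD (p = 7.96e-09 from the exact JTK_CYCLE distribution, lag 2 h, amplitude 13.5 FPKM). Its expression fell from 98.4 ± 2.11 FPKM (SD, n = 3) at ZT0 to 70.3 ± 1.09 at ZT12. Hnrnpdl (chromosome 5, 100033577 to 100039664) had a p-value of 8.21e-07 and an amplitude of 9.11 FPKM. Fabp7 (chromosome 10, 57784881 to 57788450) had a p-value of 3.39e-06 in Ctrl LD, with 118 ± 6.84 FPKM at ZT4 and 39.2 ± 7.95 at ZT16. In -Trp LD, Fabp7, Rbm3 (chromosome X, 8138975 to 8145880) and Nudt5 (chromosome 2, 5845019 to 5871895) shared a p-value of 1.62e-07. Fabp7 had 102 ± 14.6 FPKM at ZT4 and 28.9 ± 3.38 at ZT16 there, and Rbm3 had 37.7 ± 6.55 at ZT0 and 92.5 ± 16.4 at ZT12.

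In Ctrl DD, the first 3 were Slc25a34 (chromosome 4, 141618824 to 141623821; exact JTK_CYCLE p = 2.13e-05), Lix1 (chromosome 17, 17402672 to 17459387; p = 3.71e-05) and Iqgap2 (chromosome 13, 95627177 to 95891922; p = 3.71e-05). After Benjamini-Hochberg adjustment of the JTK_CYCLE values over all genes, each of them had 0.215. Their amplitudes were 0.42, 1.85 and 0.222 FPKM. In -Trp DD, they were Fam133b (chromosome 5, 3543833 to 3570238; exact JTK_CYCLE p = 6.27e-05, amplitude 1.83 FPKM), Srsf11 (p = 0.000167, 5.37 FPKM) and Syndig1l (chromosome 12, 84677277 to 84698831; p = 0.000167, 0.334 FPKM), with an adjusted JTK_CYCLE value of 1. All of these genes had a p-value under 0.05 in each of 18 repeats that left out 1 library.

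By column name, the smallest p-values belonged to Trib1 in Ctrl LD (chromosome 15, 59648350 to 59657099; exact JTK_CYCLE p = 7.96e-09), Slc25a34 in -Trp LD (p = 0.000104), Aldh1l2 in Ctrl DD (chromosome 10, 83487450 to 83534140; p = 6.51e-08) and Dbp in -Trp DD (chromosome 7, 45705088 to 45710203; p = 1.62e-07).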

### 3.5 Tryptophan metabolites contribute to the control of central and hepatic circadian rhythms

We hypothesized that the core clock machinery within the SCN would display induced rhythmicity in LD and dampened rhythms in DD. However, we found no changes in the oscillation of selected circadian genes in both LD and DD (Figure 5A–B). This observation led us to investigate the circadian SCN genes more broadly by using the SCN RNA-seq dataset (Table S2). 

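The genes plotted in Fig. 5A–B are Per2 (chromosome 1, 91415982 to 91459324), Cry1 (chromosome 10, 85131700 to 85185064), Nampt (chromosome 12, 32819545 to 32853349), Dbp, Arntl (chromosome 7, 113207465 to 113314126) and Nr1d1 (chromosome 11, 98767932 to 98775333). The difference in rhythm between the diets was tested by limma for each of them. Taking the order of Table S2, 0 of the 6 passed the threshold in LD or in DD, both over all genes tested and adjusted over the list alone. Their unadjusted p-values lay between 0.097 (Per2) and 0.935 (Nampt) in LD, and between 0.181 (Per2) and 0.864 (Dbp) in DD, so none was under 0.05. The smallest p-values adjusted over the list alone were 0.333 in LD and 0.864 in DD, and no repeat with 1 library left out called any of the 6. In DD, JTK_CYCLE called only Nampt on the Ctrl diet and none of the 6 on the -Trp diet, so there was little rhythm to compare. The result in DD therefore does not show that the oscillation was unchanged.

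By column name, 4 of the 6 genes differed in LD when adjusted over the list alone with limma and the Benjamini-Hochberg method (Per2 0.0113, Arntl 0.0147, Dbp 0.0189 and Cry1 0.0402), and 3 of them over all genes. In DD, Cry1 (0.000527) and Dbp (0.0141) differed. Leaving out 1 library in turn gave 3 to 5 genes in LD and 2 or 3 in DD.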

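Timeless lies on chromosome 10 from 128232065 to 128252941. In the order of Table S2 it oscillated in Ctrl DD (exact JTK_CYCLE p = 0.000412, lag 16 h, amplitude 0.377 FPKM) and not in -Trp DD (p = 1). With 1 of the 18 Ctrl DD libraries left out in turn, the p-value in Ctrl DD lay between 6.14e-05 and 0.00185. The p-value lies above 0.05 after Benjamini-Hochberg adjustment of the JTK_CYCLE p-values over all genes, as for every gene in Ctrl DD, and the gene does not reach a mean of 1 FPKM there under the stricter filter. The difference in rhythm between the diets had an unadjusted p-value of 0.00401 from limma, and this ranged from 0.000683 to 0.0112 with 1 library left out. Timeless is not among the 5 genes that passed the threshold after adjustment, and the paper chose it for its pattern in the same mice, so this p-value is no independent test. The level of Timeless differed little between the diets in DD, by a log2 fold change of -0.14 (adjusted p = 0.318 from limma with Benjamini-Hochberg adjustment). For the columns as named, the exact JTK_CYCLE p-value was 1 in Ctrl DD and 0.217 in -Trp DD, the level was lower on the -Trp diet in DD (-0.22, adjusted p = 0.00272 from limma, past the threshold in 36 of 36 repeats with 1 library left out) and higher in LD (0.50, adjusted p = 2.61e-05), and the difference in rhythm in DD had a p-value of 0.209 (0.0402 without replicate 3 of Ctrl DD at 0 h, and up to 0.459 otherwise).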

Filtering out the genes annotated in the ontology pathway “circadian rhythm” (GO:0007623) revealed *Timeless* as the top candidate that only oscillated in the Ctrl DD group (Figure 5C–D). The role of *Timeless* in responding to photic cues was tested by exposing mice to a 1-hr light pulse at CT16 at the end of the dietary intervention. *Timeless* expression was attenuated in the SCN of mice exposed to a light pulse only when fed a Ctrl diet (Figure 5E) suggesting that light and dietary Trp coordinate *Timeless* expression in the SCN. *Timeless* is required for normal circadian rhythms in mammals [56] yet, its role in mediating the -Trp effects on circadian rhythms remains to be elucidated.

**Figure 5:**
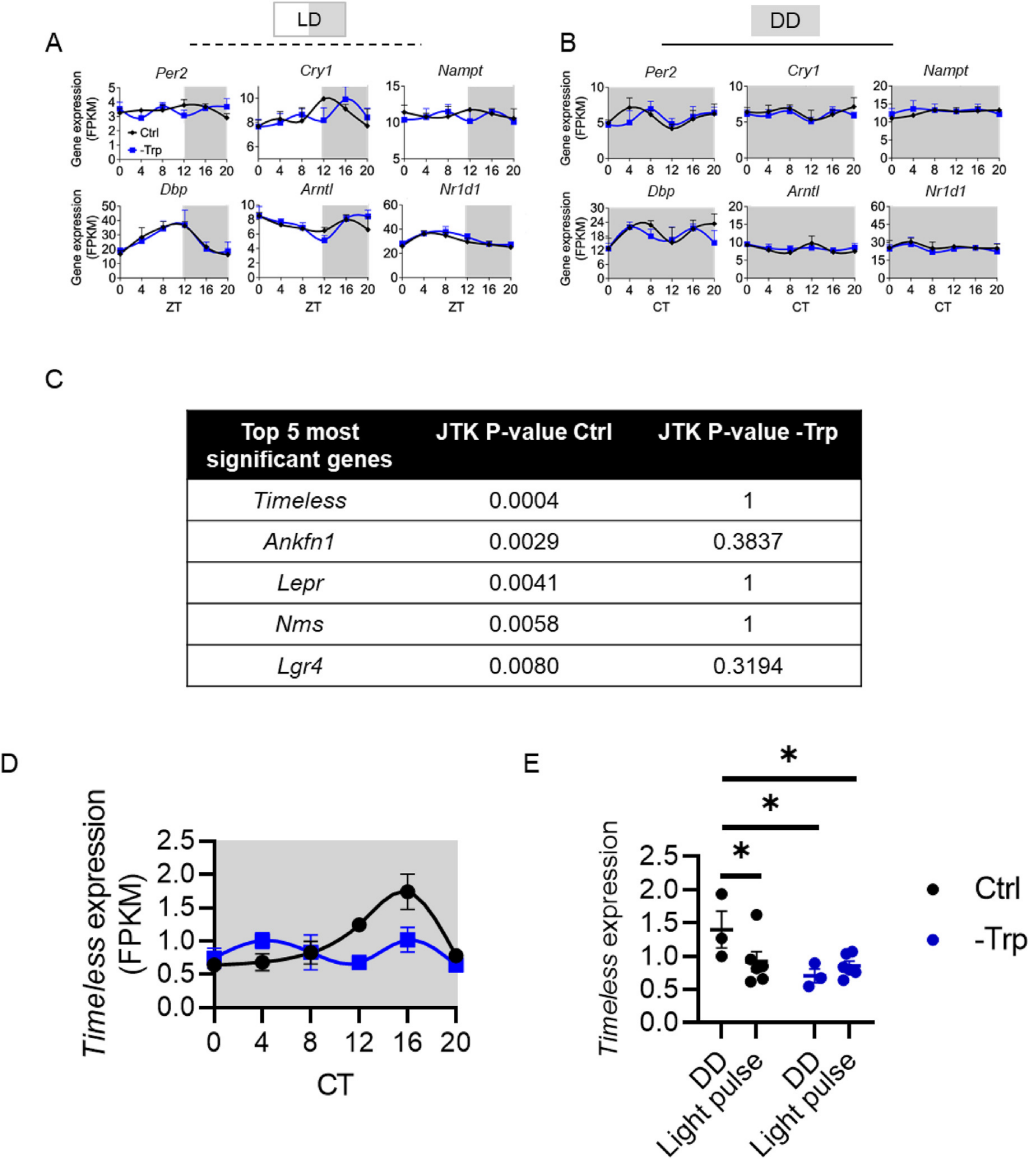
Tryptophan and light regulate *Timeless* expression in the suprachiasmatic nucleus. **A-B**. Gene expression of core clock genes in the SCN of mice housed under light/dark cycles (**A**) or constant darkness (**B**). **C**. Table of the top 5 genes rhythmic Ctrl but not -Trp in DD. **D**. Gene expression of *Timeless* in the SCN in constant darkness over the circadian 24-hr period. **E**. *Timeless* expression in the SCN at CT17 of mice housed in constant darkness (DD) or ZT1 in mice exposed to a 1-hr light pulse at CT16 after being housed in constant darkness for three weeks and fed a tryptophan depleted diet (-Trp) for the two last weeks and compared to mice fed nitrogen matched chow (Ctrl). Statistics were analyzed by two-way ANOVA and subsequently tested with Fischer's least significant difference test. ∗*P* < 0.05. Data are mean ± s.e. N = 3 for mice housed in DD and N = 6 for mice exposed to a light pulse.

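Under the order of Table S2, Dbp oscillated in Ctrl LD (exact JTK_CYCLE p = 6.47e-06, lag 10 h) and in -Trp LD (p = 0.00139, lag 10 h). Its expression rose from 16.6 ± 2.3 FPKM (SD, n = 3) at ZT0 to 36.2 ± 3.1 at ZT12 on the Ctrl diet, and from 19.1 ± 0.32 to 36.9 ± 10.4 on the -Trp diet. Arntl was lowest at ZT12 on both diets, with 6.47 ± 0.436 FPKM on the Ctrl diet and 5.14 ± 0.669 on the -Trp diet, and reached 8.50 ± 0.458 and 8.50 ± 1.30 at ZT0. Its p-value was 0.0196 in Ctrl LD, where 11 of 18 repeats without 1 library and 2 of 7 alternatives stayed under 0.05, and 0.00795 in -Trp LD, under 0.05 in all of them. Nr1d1 oscillated on both diets (exact p = 0.00139 and 0.000265, lag 8 h), and Cry1 on the Ctrl diet (p = 0.00795) but not on the -Trp diet (p = 0.143). Per2 had a p-value of 0.143 in Ctrl LD and 1 in -Trp LD, and Nampt had 1 in both.

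In DD, the 6 genes had exact JTK_CYCLE p-values of 1 in -Trp DD. In Ctrl DD, only Nampt was under 0.05 (exact p = 0.0441), in 7 of 18 repeats without 1 library and 4 of 7 alternatives. Dbp went from 12.8 ± 4.4 FPKM at CT0 to 22.8 ± 1.9 at CT8, 15.3 ± 6.4 at CT12 and 23.3 ± 4.2 at CT20 on the Ctrl diet, and from 12.8 ± 2.2 to 18.0 ± 3.0, 16.5 ± 5.4 and 15.2 ± 5.2 on the -Trp diet. Of the other core clock genes, Per1 (chromosome 11, 69095217 to 69109960; exact p = 0.0147), Cry2 (chromosome 2, 92403646 to 92434043; p = 0.0196) and Per3 (chromosome 4, 151003652 to 151044665; p = 0.0441) were under 0.05 in Ctrl LD, and Clock (chromosome 5, 76209868 to 76304792) was under 0.05 in none of the 4 groups. Per1 stayed under 0.05 in 15 of 18 repeats and 7 of 7 alternatives, Cry2 in 14 and 6, and Per3 in 7 and 0.

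**Figure D3:**
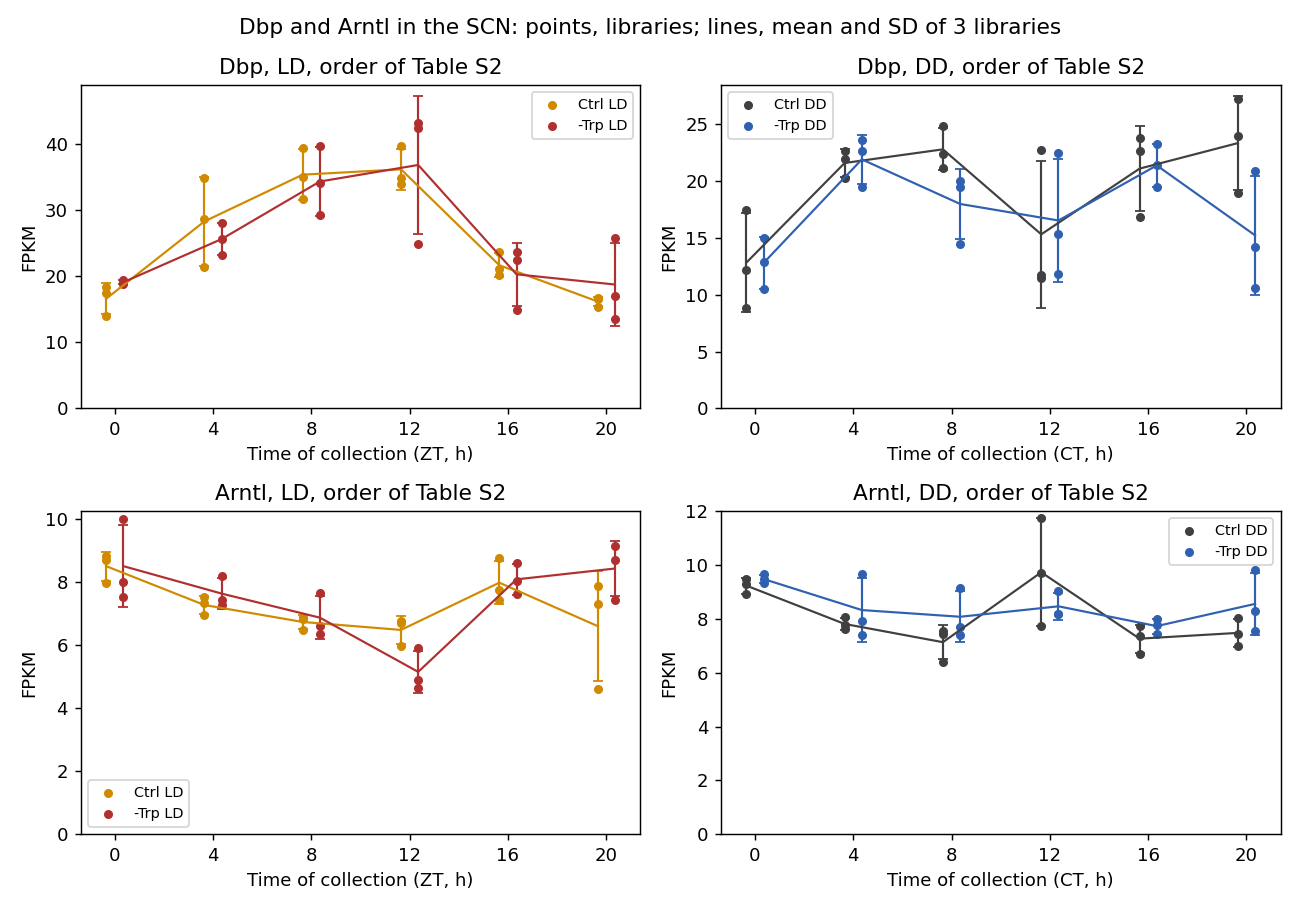
Expression of Dbp and Arntl (vertical axes, FPKM) against time of day (horizontal axes, h) in LD and DD, in the order of Table S2. Points are libraries and lines join the means of 3 libraries with their SD. In LD both diets rise and fall once, with Dbp at 36.2 and 36.9 FPKM at ZT12, and in DD both diets have more than 1 peak for Dbp.

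By column name, Arntl (exact p = 0.000104), Dbp (p = 0.000265), Nr1d1, Per2 (p = 0.00203) and Cry1 oscillated in Ctrl LD and none of the 6 genes in -Trp LD. In Ctrl DD these were Cry1 and Nampt (exact p = 0.00795 for both), and in -Trp DD Dbp, Nr1d1 and Cry1. Of the other core clock genes, Clock oscillated in Ctrl LD (exact p = 0.000412, in 18 of 18 repeats) and Ctrl DD (exact p = 0.0147, in 11 of 18), Cry2 in Ctrl LD (exact p = 0.0259, in 8 of 18 repeats and 1 of 7 alternatives), and Per1 and Per3 in none of the 4 groups.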

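The table of Fig. 5C lists Timeless, Ankfn1 (chromosome 11, 89390223 to 89777653), Lepr (chromosome 4, 101717404 to 101815352), Nms (chromosome 1, 38939149 to 38950276) and Lgr4 (chromosome 2, 109917647 to 110014257). With the order of Table S2, all 5 oscillated in Ctrl DD by JTK_CYCLE, each in 18 of 18 repeats with 1 library left out, and none in -Trp DD, which is the pattern the paper chose them for in the same mice. Ankfn1 had an exact p-value of 0.00291 in Ctrl DD (lag 4 h, amplitude 0.715 FPKM) and 0.384 in -Trp DD, and stayed under 0.05 in Ctrl DD in 4 of 7 alternatives. Its expression was 3.82 ± 0.042 FPKM (SD, n = 3) at CT0 and 1.99 ± 1.61 at CT12. Lepr had p-values of 0.00412 and 1, with 0.928 ± 0.585 FPKM at CT0 and 2.24 ± 0.219 at CT12 in Ctrl DD. Nms had 0.00576 and 1, and fell from 3.61 ± 0.876 FPKM at CT0 to 0.627 ± 0.784 at CT12. Lgr4 had 0.00795 and 0.319, with 4.76 ± 0.685 FPKM at CT0 and 5.74 ± 0.229 at CT12. Replicate 1 of Ctrl DD at CT12 stands apart from the other 71 libraries in markers of neighbouring tissues, and without it the Ctrl DD p-values of Ankfn1, Lepr, Nms and Lgr4 were 0.00407, 0.0118, 0.0163 and 0.0303.

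By column name, Ankfn1 (exact p = 0.00795) and Lepr (p = 0.0259, in 11 of 18 repeats) oscillated in Ctrl DD, and Nms (p = 0.458) and Lgr4 (p = 0.143) did not. In -Trp DD none of the 5 did.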

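Taking the order of Table S2, Timeless in Ctrl DD rose from 0.640 ± 0.053 FPKM (SD, n = 3) at CT0 to 1.25 ± 0.158 at CT12 and 1.74 ± 0.462 at CT16, and was 0.780 ± 0.171 at CT20. In -Trp DD it was 0.746 ± 0.261 at CT0, 0.676 ± 0.124 at CT12, 1.02 ± 0.325 at CT16 and 0.640 ± 0.068 at CT20. At CT16 the 3 Ctrl libraries had 1.34, 2.25 and 1.64 FPKM and the 3 -Trp libraries 0.728, 0.958 and 1.37. On log2(FPKM + 0.5) after median-of-ratios scaling, the difference, Ctrl over -Trp, was 0.58 (exact two-sided permutation p = 0.1, the smallest p that 3 libraries against 3 allow). On FPKM as deposited, where 1 -Trp library lies above 1 Ctrl library, it was 0.56 (exact two-sided permutation p = 0.2). The scaled difference lay between 0.41 and 0.73 with 1 library left out. By column name, Timeless at CT16 was 0.677 ± 0.030 FPKM in Ctrl DD and 0.589 ± 0.062 in -Trp DD, a log2 difference of 0.09 (exact two-sided permutation p = 0.2).

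**Figure D4:**
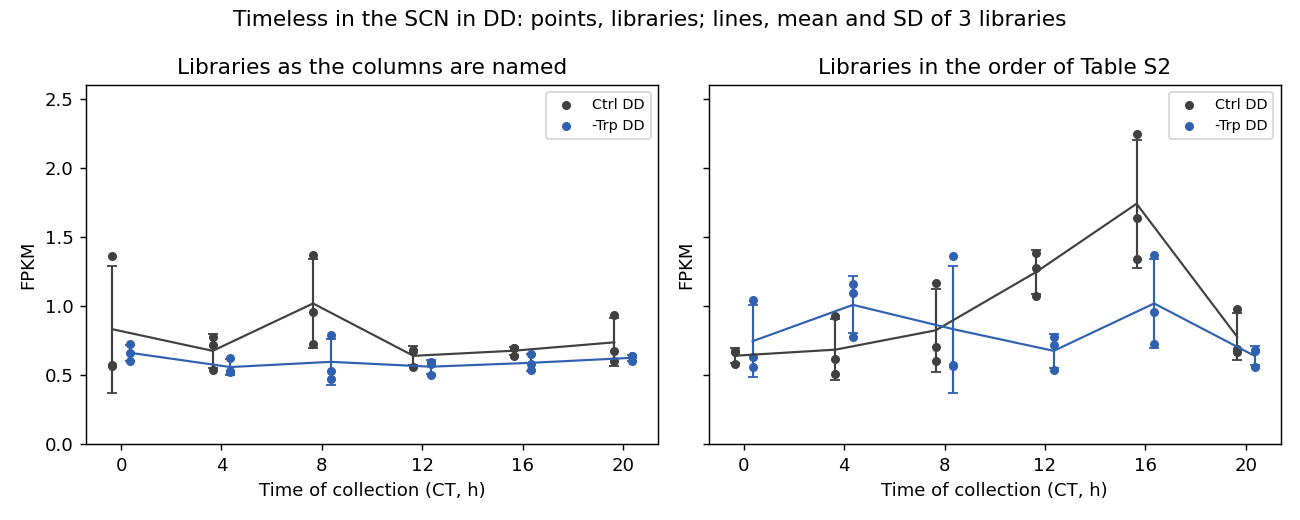
Expression of Timeless in DD (vertical axis, FPKM) against time of day (horizontal axis, h), with the columns as named (left) and in the order of Table S2 (right). Points are libraries and lines join the means of 3 libraries with their SD, and the Ctrl mean of 1.74 FPKM at CT16 in the order of Table S2 is the highest.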

Given that systemic tryptophan metabolism is most active in the liver and that the liver clock is responsive to dietary cues [19], we also investigated the impact of Trp deficiency on the hepatic core clock machinery. Transcriptional rhythms of representative circadian genes were specifically altered during the dark phase in -Trp fed mice under LD (Figure 6A). More importantly, DD caused a loss of oscillation of these key circadian genes in -Trp fed mice (Figure 6B). These findings were supported by protein expression of the clock machinery (Figure 6C–D). Interestingly, kynurenine injections rescued the expression of core clock genes such as *Per2* and *Arntl* while 5-HTP did not rescue any (Figure 6E), indicating mechanisms that are independent of the central clock as 5-HTP had more potent effects on behavioral rhythms (Figure 1F). Hence, our data suggest that Trp metabolism controls circadian homeostasis and that the kynurenine branch may serve as a *zeitgeber* in the liver.

**Figure 6:**
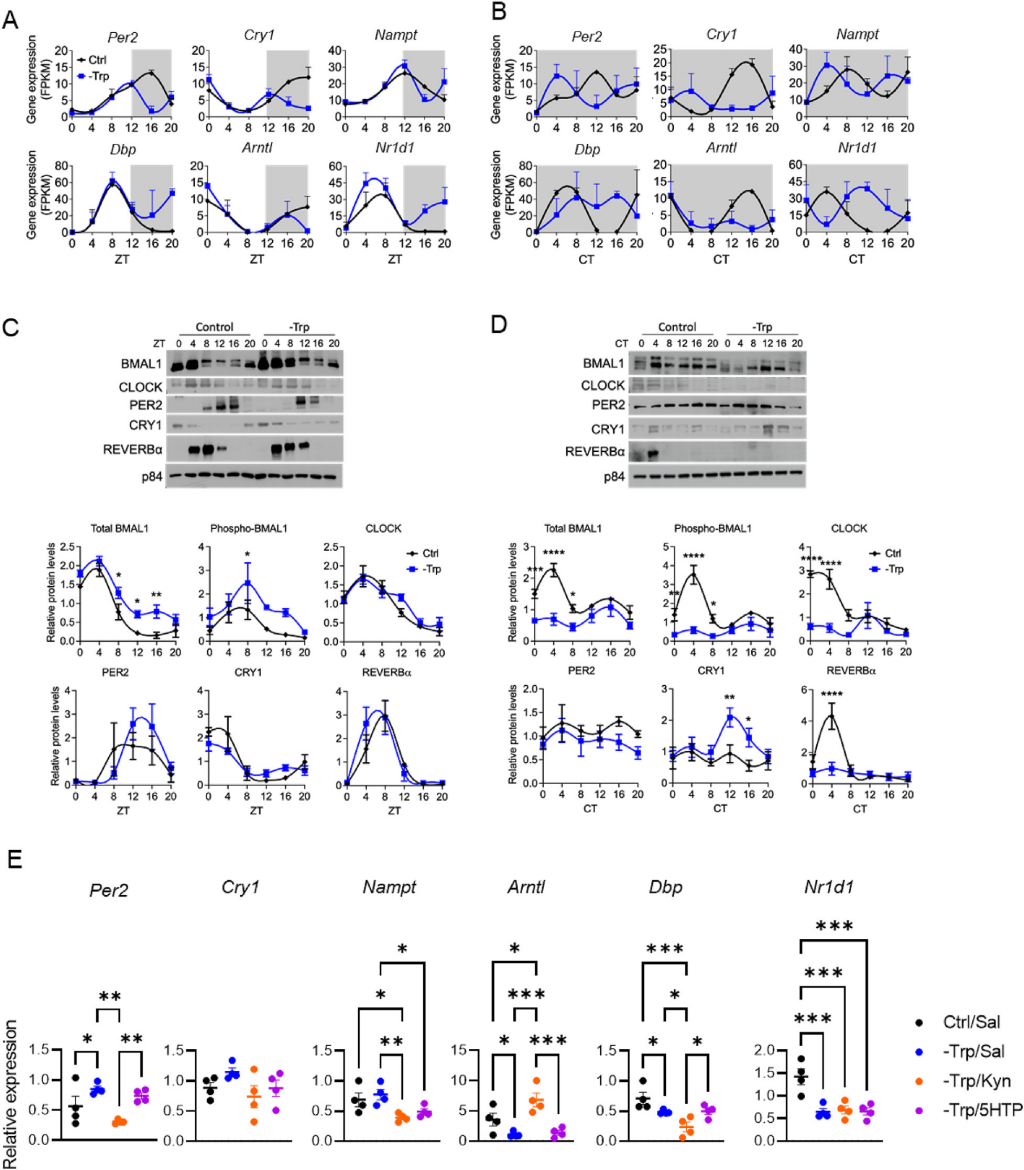
Dietary tryptophan controls the hepatic core clock machinery in a light-dependent manner. **A-B**. Gene expression of core clock genes in the liver of mice housed under light/dark cycles (**A**) or constant darkness (**B**). **C**. Representative western blots of hepatic core clock proteins. The western blot analyses were repeated in n = 4 and the quantification is illustrated in the graphs. **D**. Gene expression of selected circadian genes from mice from the experiment in Figure 1F. Livers were harvested at CT4 after the last injection (CT10-11 the day before). One-way ANOVA was used to determine statistically significant differences between more than two groups and multiple comparisons were subsequently analyzed with Fischer's least significant difference test. ∗*P* < 0.05, ∗∗*P* < 0.01 and ∗∗∗*P* < 0.001. Data are mean ± s.e.

## 4 Discussion

Mammalian circadian homeostasis is regulated on several levels ranging from single cells to tissue specialized inter-organ communication [17,57,58]. Herein, we demonstrate that Trp metabolism is a time- and light-sensitive pathway integrating the photic response to modulate circadian homeostasis. Using multi-omics approaches, we also define the circadian components involved in commonly responding to photic cues and Trp metabolites. Collectively, our study explores the regulation of circadian homeostasis by elucidating the intersection between light and diet.

The link between Trp metabolism and light has been known for decades [[59], [60], [61]]. However, their cooperative effects on physiology and circadian rhythms have not been investigated thoroughly. Our study characterized the physiological coordination between Trp metabolism and photic *zeitgeber* signals. The metabolomics and transcriptomics data concordantly suggest that dietary Trp intake is required for the vast majority of circadian rhythms (free-running rhythms in DD). In contrast, metabolic and transcriptional diurnal rhythms (biological rhythms in LD) are to a certain degree enhanced when dietary Trp is depleted, suggesting that Trp metabolism is buffering photic cues. 

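Whether diet changed the number of oscillating SCN genes differently under the light schedules was tested by exchanging the diets of libraries within time points in both schedules. The difference between the diets (Ctrl minus -Trp) in DD minus that in LD was 948 genes in the order of Table S2, and 34 of 100 exchanges gave a value at least as large in size. Without replicate 2 of Ctrl LD at ZT20 it was -5. It lay between 544 and 631 without replicate 1 of -Trp LD at ZT16 or ZT20, replicate 3 of Ctrl DD at CT0, replicate 2 of Ctrl DD at CT4 or replicate 1 of -Trp DD at CT0. With the columns as named it was -3586, and 23 of 100 exchanges gave a value as large in size. It lay between -2362 and -2193 without replicate 3 of Ctrl LD at 16 h or any replicate of Ctrl LD at 20 h, and between -5630 and -5398 without replicate 3 of Ctrl DD at 16 h or any replicate of Ctrl DD at 20 h.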

The metabolic effects of Trp depletion could possibly be explained by the altered expression of circadian genes in the liver [62] and the behavioral effects could be regulated by lost *Timeless* rhythms [56]. This could be tested by providing -Trp to liver-specific *Bmal1* knock-out mice and SCN-specific *Timeless* knock-out mice. However, we do not expect the Trp effects on circadian homeostasis to be explained solely by these genes given the number of physiological processes Trp is involved in. While we did not directly dissect the molecular mechanisms by which Trp metabolism is regulating circadian homeostasis, previous studies have identified multiple potential underlying mechanisms, including metabolites of the kynurenine pathway acting as UV-protectant in the eye [59], the photo-protectant role of serotonergic afferents near and/or on retinal axon terminals in the SCN [44], or NMDAR which binds kynurenine metabolites to regulate behavioral responses to photic signals [63]. Another possibility is that the depletion of Trp resulted in replacement with phenylalanine during translation which subsequently alter the function of the proteins [64].Light can also enhance Trp catabolism, which yields photoproducts that may regulate the expression of circadian genes [65]. Trp photoproducts are aryl hydrocarbon receptor (AhR) agonists which regulate the expression of the core clock machinery and can form a heterodimer with Bmal1 [66]. We did not observe altered expression of the canonical AhR target-genes in our transcriptomics data however, Trp metabolism might influence AhR activity at specific sites on the chromatin. Such mechanisms would suggest that light could synchronize peripheral circadian rhythms independent of the central clock, an intriguing concept suggested by previous work from our lab [67]. Thus, Trp is likely regulating systemic circadian rhythms via multiple molecular mechanisms.

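The paper's text names no list of AhR target genes. A list of 8 was fixed from general knowledge, Cyp1a1, Cyp1a2, Cyp1b1, Ahrr, Tiparp, Nqo1, Aldh3a1 and Ugt1a6a, and the effect of diet on expression in the SCN was tested by limma beside time of day. In the order of Table S2, 3 of the 8 reached a mean of 0.5 FPKM in each light schedule. In LD, Ugt1a6a (chromosome 1, 88134809 to 88218997) was higher on the -Trp diet, at 0.630 ± 0.198 FPKM (SD over 18 libraries) against 0.432 ± 0.121. Its log2 fold change was 0.28 (standard error 0.0704, adjusted p = 0.0423 from limma with Benjamini-Hochberg adjustment), and 14 of 18 libraries lay above the Ctrl median. It passed the threshold in 3 of 6 alternatives (0.00661 to 0.069) and in 14 of 36 repeats with 1 library left out. Tiparp (chromosome 3, 65528410 to 65555518; -0.02, adjusted p = 0.915) and Nqo1 (chromosome 8, 107388225 to 107403206; 0.05, adjusted p = 0.72) did not differ between the diets by this test. Adjusted over the list alone, 1 gene passed in LD. The 3 genes as a set gave p = 0.0464 by limma's fry (n = 18 libraries per diet), with higher expression on the -Trp diet. The annotated span of Ugt1a6a overlaps those of other Ugt1a genes, so reads shared with them cannot be told from its own.

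In DD, 0 of 3 genes passed, with limma p-values adjusted over all genes of 0.581 for Cyp1b1 (chromosome 17, 79701537 to 79715061; log2 fold change -0.12), 0.825 for Tiparp (0.03) and 0.269 for Nqo1 (0.10), and 0 of 3 passed when adjusted over the list alone or at an unadjusted p-value under 0.05. The set had a p-value of 0.697 by limma's fry. The mean of Ugt1a6a in DD lies below the filter of 0.5 FPKM. Without the filter, it was 0.612 ± 0.106 FPKM on the -Trp diet against 0.361 ± 0.0852 on the Ctrl diet, a log2 fold change of 0.38 (standard error 0.0458, adjusted p = 1.17e-05 from limma with Benjamini-Hochberg adjustment), and 18 of 18 libraries lay above the Ctrl median. The mean of Cyp1a1, Cyp1a2, Ahrr and Aldh3a1 was below 0.2 FPKM in each group, and none of them passed the threshold without the filter.

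By column name, Cyp1b1 (0.56, adjusted p = 0.000604, 18 of 18 libraries above the Ctrl median) and Tiparp (0.20, adjusted p = 0.0377, 14 of 18) were higher on the -Trp diet in LD, and Ugt1a6a was lower in DD (-0.20, adjusted p = 0.0142, 4 of 18 above), by limma with Benjamini-Hochberg adjustment. Without the filter, Cyp1b1 was lower in DD (-0.43, adjusted p = 1.59e-05, 0 of 18 above), and Ahrr was higher in LD (0.15, adjusted p = 0.00507, 18 of 18 above) and lower in DD (-0.10, adjusted p = 0.048, 5 of 18 above), by the same limma test. The set had p-values of 0.00178 in LD and 0.0551 in DD by limma's fry. For the columns as named, diet cannot be told apart from the range of total FPKM at 0 to 12 h. At 16 and 20 h alone, a restriction chosen after the data were seen and with fewer libraries, 0 AhR target genes passed in LD and in DD.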

Characterizing Trp metabolism as a fundamental integrator of circadian homeostasis helps elucidate mechanisms linking environmental and behavioral factors to biological rhythms. For instance, in conditions such as fasting, free fatty acids compete with Trp for albumin binding resulting in more free Trp available for tissue uptake [68]. Thus, feeding-fasting cycles not only regulate Trp levels via dietary delivery but also the availability for uptake in the circulation, which may contribute to the link between the clock and time-restricted feeding [2,18,19]. Furthermore, physical exercise regulates kynurenine metabolism in the muscle by limiting its availability for uptake to the brain [47]. It is tempting to speculate that a trained muscle limits the availability of kynurenine to the brain and hence allows for a more potent synchronization by light in the SCN, a possible mechanism linking physical exercise and circadian rhythms [69,70]. The *Ad hoc* analyses of our published work [22,51] suggest that oscillations of kynurenine are dampened upon high-fat diet feeding and strongly induced after exercise at ZT15 specifically. This observation, in combination with our data, suggests that physical exercise could rescue circadian rhythmicity in individuals with obesity via the regulation of systemic kynurenine oscillations. In fact, the notion that Trp metabolites are mediating their physiological effects by integrating behavioral signals are further supported by findings that Trp supplementation is deleterious for health in sedentary mice while it is beneficial in exercising mice [71]. Furthermore, we found that phenyllactate is temporally regulated in a tryptophan- and light-dependent manner which might contribute to the metabolic and behavioral phenotype observed in these mice [53]. However, tryptophan depletion altered metabolic pathways in a tissue-specific manner, suggesting that different metabolites likely contribute to the Trp-mediated effects in the liver and SCN. Our systems biology approach sets the stage for functional studies focusing on the tissue-specific mechanisms contribuiting to the control of circadian physiology. This likely involves neuroactive and immunometabolic processes regulated by Trp derivatives [72].

A limitation of this study is the lack of full circadian/diurnal analyses for some assays such as the metabolomics data. For instance, we cannot distinguish between altered amplitudes and phase shifts based on data from two time points. However, the effect on the metabolome is corroborated by the transcriptome data that where we had six time points.

In conclusion, our findings introduce Trp metabolism as a circadian modulator that moderates diurnal rhythms and sustains circadian rhythms. Trp metabolism has been suggested as an attractive drug target for different diseases such as cancers and neurodegeneration [72] and the work presented here may indicate Trp-mediated circadian biology as underlying physiology for such therapeutic interventions [7,73].

## Author contributions

P.P., M.C., P.B., P.K. and P.S.-C. designed the study and analyzed the data. P.P., M.C., T.S., S.S., K.B.K., G.P., Y.A. and N.M. performed experiments and/or interpreted the results. A.C. conducted the tryptophan isotope tracing under the guidance of C.J. M.S. and P.B. performed the bioinformatics analyses. M.M.S. performed the cross-tissue gene correlation analysis. J.M.M.K., K.A.D. and D.L. conducted global metabolite and transcriptomic profiling. P.P., M.C., and C.J. wrote the paper with feedback from all authors.

## Data Availability

The RNA-seq data are available through the gene omni bus portal (GSE186242 for the SCN and GSE190145 for the liver) as well as from the CircadiOmics web portal at: circadiomics.ics.uci.edu [74,75].

How the deposited data were processed for this re-analysis (not part of the article)

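RNA-seq of the SCN was analysed in 72 libraries from male C57BL/6 mice, 3 at each of 6 time points (0, 4, 8, 12, 16 and 20 h) in each of 4 groups, Ctrl LD, -Trp LD, Ctrl DD and -Trp DD. The mice had 1 week under the light schedule and then 2 weeks on the diet. The authors aligned paired-end reads to mm10 with Tophat and computed FPKM per gene and library with Cufflinks, and the deposited tables hold these FPKM values, 1 table per group, with 24883 rows. Whether libraries were also scaled to each other is not stated in the paper's text. FPKM gives no number of reads, so the depth per library and the counting error are unknown, and the precision of each value comes from the spread between the 3 libraries of a time point. Liver RNA, metabolites and the light-pulse experiment were not analysed here.

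Each library was assigned to its group and time point by the name of its column. The values of Table S2, of which 1999 rows of Ctrl LD and 135 rows of Ctrl DD were used, equal those of deposited columns of another name, with a shift of 12 columns across the 4 tables. All results were therefore computed again with the columns in the order of Table S2, in which 36 control libraries are placed by equal values and 36 -Trp libraries by continuing the shift. This second order was chosen after seeing the data, and so was the restriction of results with the columns as named to 0 to 12 h or to 16 and 20 h.

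Oscillating genes were called with a new implementation of JTK_CYCLE in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1), on FPKM as deposited, for a period of 24 h, at a p-value under 0.05, the threshold that the paper's methods give. The period and the Bonferroni adjustment over 6 lags were chosen here. The implementation was checked against the values of Table S2 and tested on simulated data. Numbers of oscillating genes were compared with those after placing the libraries of a group in random order (100 orders) or exchanging the diets within time points (100 exchanges), the real arrangement included. Overlaps were tested by Fisher's exact test over all rows and, chosen after seeing the data, over expressed genes alone, and differences in phase by random pairings of the lags.

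Levels and rhythms were compared between the diets with limma 3.58.1 in R 4.3.3, on log2(FPKM + 0.5) after median-of-ratios scaling over all 72 libraries, for genes with a mean of at least 0.5 FPKM over the libraries tested. Adjusted p-values are from the Benjamini-Hochberg method, with a threshold of 0.05. Sets of genes were tested with fry of the limma package. The limma tests were also run on simulated data, where the test of the diet effect called 90% (LD) and 94.5% (DD) of genes changed by 0.5 on the log2 scale. Single genes at 1 time point, 3 libraries against 3, were compared by an exact two-sided permutation test.

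The alternatives were the Benjamini-Hochberg adjustment of JTK_CYCLE p-values, a mean of at least 1 FPKM, median-of-ratios FPKM, periods of 20, 24 and 28 h, ties kept in the JTK_CYCLE template, a limma cosinor model with pseudocounts of 0.5, 0.1 and 1, the replicate number as a block, another measure of phase or amplitude, and leaving out each library in turn. For the limma tests they were pseudocounts of 0.1 and 1, FPKM as deposited, no filter, the stricter filter, the replicate block, time of day as a factor and 1 fit for all 72 libraries. These alternatives, the rule for naming genes and the tests were set before the data were examined. The exceptions are the tests, backgrounds and restrictions named as chosen after the values or results were seen. The named genes are those the paper names for the SCN, the core clock genes of its introduction, the 3 genes with the smallest p-value in each group and comparison, and the genes of lists fixed beforehand. Values of Table S2 had been seen before that rule was set, among them those of Timeless and Dbp, and that 1 Ctrl DD library at CT12 stands apart.

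The lists were 8 target genes of AhR, 19 genes of the ATF4 response to missing amino acids, markers of 13 cell types or neighbouring tissues, 10 immediate early genes and 17 genes of tryptophan metabolism and signalling. They were written from general knowledge. Gene positions and transcript lengths are from GENCODE release M21 (GRCm38, mm10), in which 95.7% of the gene symbols were found. Figures were drawn with matplotlib 3.10.9. BIO_CYCLE, the ontology analysis and the paper's paired test of amplitudes over genes were not repeated here.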

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

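The order of Table S2, the tests of 1 library out of place and the restriction to 16 and 20 h were chosen only after the result was seen. Groups of 3 libraries were not tested for single libraries far from the others.

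The paper reports oscillating genes and does not report which genes differ in level between the diets. By limma with time of day as a factor, 9474 of 14461 genes in LD and 10177 of 14370 in DD had another level on the -Trp diet with the columns as named. In LD 4536 of them were higher on the -Trp diet, and in DD 5352. Random exchanges of the diets within time points gave at most 3619 and 3 genes, so chance can be excluded (1 of 100 splits as large in each, the real one). For the columns as named, however, the diets lie in different ranges of total FPKM at 0 to 12 h, and diet cannot be told apart from range there. At 16 and 20 h, where both diets lie in 1 range apart from replicate 2 of -Trp LD at 20 h, 6 genes passed in LD (2411 at an unadjusted p-value under 0.05) and 0 in DD (1377). Fewer libraries enter that test, 12 in place of 36, which lowers the number of genes that can pass.

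Under the order of Table S2, 157 of 14202 genes differed in level between the diets in LD (80 higher and 77 lower on the -Trp diet, 1848 at an unadjusted p-value under 0.05). In DD, 1947 of 14484 did (1050 higher and 897 lower, 4572 unadjusted). Random exchanges of the diets gave at most 1 gene in each, so chance can be excluded (1 of 100 splits). The leading genes in LD were Sult1a1 (chromosome 7, 126672865 to 126676432), with 11.9 ± 4.04 FPKM (SD over 18 libraries) on the -Trp diet against 5.75 ± 1.32 (log2 fold change 0.96, standard error 0.0946, adjusted p = 2.49e-07 from limma with Benjamini-Hochberg adjustment, 17 of 18 libraries above the Ctrl median), Phyhd1 (chromosome 2, 30266203 to 30282149; 0.58, adjusted p = 8.88e-06, 17 of 18) and Cyp4f15 (chromosome 17, 32685627 to 32703352; 0.40, adjusted p = 4.86e-05, 18 of 18). In DD they were Phyhd1 (0.77, adjusted p = 1.36e-09, 18 of 18 above), Gpr17 (chromosome 18, 31942997 to 31949636; -0.54, adjusted p = 3.09e-09, 0 of 18 above) and Scd1 (chromosome 19, 44394455 to 44407879; -0.40, adjusted p = 1.6e-06, 0 of 18 above), by the same test. Of the genes past the threshold, 54 passed in both light schedules, 45 of them in the same direction. Across all genes, the log2 fold changes in LD and DD had a Spearman's rho of -0.209, with genes that are not independent.

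Against a technical source in LD, the fold changes followed transcript length only weakly (rho 0.0442 across genes), and the difference between the 2 ranges of total FPKM likewise (rho 0.197), so neither explains the pattern as a whole. No single library out of place explains it, since 106 genes or more passed with any of the 36 libraries left out. Without replicate 2 of Ctrl LD at ZT20 there were 261. In DD, the difference between the ranges is argued against (rho 0.118), and so is a single library out of place, with at least 1180 genes. That number was reached without replicate 3 of -Trp DD at CT12, and it was 1281 without replicate 1 of -Trp DD at CT20 and 1265 without replicate 1 at CT0. A bias by transcript length may contribute in DD, where the fold change fell with length (rho -0.357), and it stays open. On FPKM as deposited, 41 of 130 genes in LD (31.5%) and 622 of 1410 in DD (44.1%) were higher on the -Trp diet, so which direction leads depends on the scaling.

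A different share of neighbouring tissue or cell types in the dissected tissue also stays open. Of 13 marker lists, 9 had a median log2 fold change outside the middle 95% of random lists of the same size in LD, and 7 in DD. In LD the medians were -0.131 for SCN neurons, -0.0634 for other hypothalamic neurons, -0.122 for oligodendrocytes, -0.379 for endothelium, -0.283 for ependyma, -0.113 for blood, 0.109 for meninges, -0.595 for pituitary and 0.506 for striatum or olfactory tissue. Astrocytes (0.0216), microglia (0.0437), choroid plexus (0.0294) and cortex or hippocampus (-0.0523) lay within the range. In DD they were 0.165 for SCN neurons, 0.279 for other hypothalamic neurons, -0.245 for oligodendrocytes, 0.285 for ependyma, 0.833 for blood, -0.131 for choroid plexus and -0.109 for cortex or hippocampus. Astrocytes (-0.0269), microglia (-0.0411), endothelium (-0.0234), meninges (0.0287), pituitary (-0.0287) and striatum or olfactory tissue (0.0785) lay within the range. The lists move in both directions, and dissection and diet cannot be told apart, since each mouse was dissected once. Most list genes are expressed in these libraries, for instance 14 of 14 for SCN neurons, 10 of 10 for oligodendrocytes and 8 of 8 for striatum or olfactory tissue in LD, so they are no clean markers of foreign tissue. An effect of the diet on the SCN itself stays among the open explanations, as untested.

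The effect of diet on the level differed between LD and DD for 11188 of 14425 genes with the columns as named and for 1110 in the order of Table S2 (774 with the larger fold change in DD, 3751 at an unadjusted p-value under 0.05), by the interaction term of limma with Benjamini-Hochberg adjustment. Random exchanges of the diets gave at most 4897 and 1 genes, and the real arrangement was the largest of 100 splits in both, so chance can be excluded. With the order of Table S2, the number lay between 808 (without replicate 1 of -Trp DD at CT20) and 1680 (without replicate 1 of Ctrl DD at CT0). What is open for the diet effects in LD and DD is open here too. The open explanations include the tissue shares (9 and 7 of the 13 lists) and the length bias in DD (rho -0.357), either of which could give a difference between the light schedules.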

How the results depend on the processing

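The results in the order of Table S2 and the settings "0 to 12 h only" and "16 and 20 h only" were tests chosen only after the result was seen. Counts are called changed when they move by more than 1.5 times. Apart from Benjamini-Hochberg adjustment, which calls fewer genes at the same p-values, the stricter filter, which tests fewer genes, and the settings with fewer time points or libraries, the cause of each change was not tested. The self-test on simulated data called 31.5% (LD) and 22.5% (DD) of genes whose rhythm differed by a log2 amplitude of 0.25, so smaller differences in rhythm are mostly missed at this size. The depth of the libraries is unknown.

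Placing the columns in the order of Table S2 changed most results. The numbers of oscillating genes went from 9416, 617, 6874 and 1661 (Ctrl LD, -Trp LD, Ctrl DD, -Trp DD) to 1769, 1846, 1225 and 354. The difference between the diets in LD reversed, from 8799 to -77, and in DD it was 871 in place of 5213, so that DD minus LD reversed from -3586 to 948. Shared genes were 577 in LD and 29 in DD. Their median difference in phase in LD went from 10 to 2 h, on the other side of the 6 h of random pairings (permutation p = 0.0002 both times), and the log2 amplitude ratio reversed to 0.24 in LD and 0.21 in DD. Genes that differed in rhythm were 0 in LD and 5 in DD by limma (456 and 990 at an unadjusted p-value under 0.05), those that differed in level 157 and 1947, and those whose diet effect differed between LD and DD 1110. Clock genes with an altered rhythm were 0 in LD and 0 in DD, and AhR target genes 1 and 0. The set of ATF4 target genes reversed its direction in LD (p-value of 0.00105 by limma's fry) and was no longer past the threshold in DD (0.284). Timeless became rhythmic in Ctrl DD (exact JTK_CYCLE p = 0.000412), and the difference of its rhythm between the diets had an unadjusted p-value of 0.00401 from limma, for a gene the paper chose in the same mice. Of the other results in this comparison, 2 kept their side.

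With the columns as named and 0 to 12 h only, JTK_CYCLE called 1511 genes in Ctrl LD, 406 in -Trp LD and 552 in Ctrl DD. A steady rise or fall can be called over this part of the cycle, so these numbers are not those of a full rhythm. The difference between the diets was 1105 in LD and reversed to -856 in DD, with -1961 for DD minus LD. Shared genes were 42 and 73, the phase difference in LD was 10 h without passing the threshold (permutation p = 0.074), and the amplitude ratio in DD reversed to 0.53. Genes that differed in rhythm by limma were 5 in LD and 0 in DD (1486 and 1668 at an unadjusted p-value under 0.05), and clock genes 2 and 4. With 16 and 20 h only, 6 genes differed in level in LD and 0 in DD (2411 and 1377 unadjusted), 0 AhR target genes in both, and the ATF4 set had p-values of 0.554 and 0.161 by limma's fry.

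Benjamini-Hochberg adjustment of the JTK_CYCLE p-values left 21, 93, 0 and 0 oscillating genes in the order of Table S2, 6 shared in LD and 0 in DD, a difference of 0 in DD and 72 for DD minus LD, and Timeless (exact p = 0.000412) was not called. By name, it left 0 in -Trp LD, 3016 in Ctrl DD and 22 in -Trp DD, 0 and 2 shared genes and a difference in DD of 2994. The limma cosinor model called genes in each of these groups at an unadjusted p-value under 0.05.

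The cosinor model, with pseudocounts of 0.5, 0.1 and 1 in turn, gave in the order of Table S2 2872, 2792 and 2837 genes in -Trp LD and 582, 569 and 546 in -Trp DD. The difference in LD was -430, -462 and -421, and DD minus LD 1570, 1546 and 1562. Shared genes were 950, 882 and 950 in LD and 69, 66 and 66 in DD. The phase difference in DD was 9.78, 9.11 and 9.91 h and passed the threshold (permutation p = 0.0028, 0.002 and 0.0004). By column name, shared genes were 447, 411 and 446 in LD and 1356, 1207 and 1359 in DD, and the difference in log2 amplitude was -0.11, -0.12 and -0.093 in LD and -0.11, -0.11 and -0.10 in DD, on another scale than the ratio of JTK_CYCLE amplitudes. The phase difference in DD was 5.42, 5.40 and 5.42 h and passed the threshold, DD minus LD was -2300, -2140 and -2292, and the difference in DD with pseudocounts of 0.5 and 0.1 was 7844 and 8012. With the phase of the cosinor fit for the JTK_CYCLE genes, it was 5.65 h in DD (permutation p = 0.0004).

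A search over periods of 20, 24 and 28 h gave, in the order of Table S2, 754 genes in Ctrl DD, 214 in -Trp DD, differences of -121 in LD and 540 in DD, and 355 and 13 shared genes. By name, it gave 377 genes in -Trp LD, 987 in -Trp DD, 117 and 316 shared genes, and a phase difference in DD of 5 h past the threshold. Keeping ties in the template changed 1 result, the LD difference in the order of Table S2 (-118). With a mean of at least 1 FPKM, that difference reversed to 25, DD minus LD was 597, 0 AhR target genes passed in LD, and Timeless fell outside the genes tested (exact p = 0.000412). By column name, the same filter gave 406 genes in -Trp LD and 1 and 0 AhR target genes in LD and DD. Median-of-ratios FPKM moved 1 result past the threshold, the phase difference in DD with the columns as named (4 h). It also turned the sign of the amplitude ratio in DD in the order of Table S2, from 0.21 to -0.017, and so did the cosinor model with pseudocounts of 0.5 (-0.00078) and 0.1 (-0.011). No test called that ratio, so its sign is not settled.

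The replicate block, which treats libraries of the same number as paired, gave in the order of Table S2 50 shared genes and a phase difference of 10 h in DD (permutation p = 0.0106) and 0 AhR target genes in LD. By column name, the difference in log2 amplitude was -0.13 in LD and -0.095 in DD, on the log2 scale. After removal of the time point and group means, libraries of the same number and time point in the 2 diets had correlations between -0.359 and 0.449, with medians of 0.09 or less in LD under both orders, 0.006 in DD as named and 0.171 in DD in the order of Table S2. The numbers therefore give no pairing that holds throughout.

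For the limma tests, no filter left 0 AhR target genes in LD and 1 in DD in the order of Table S2, and 3 in DD as named. FPKM as deposited gave 0 in LD in the order of Table S2 and 1 as named. With 1 fit for all 72 libraries, 14 genes differed in rhythm in DD in the order of Table S2, and 1 clock gene in DD as named. With time of day as a factor, 5 clock genes did in DD as named. Other pseudocounts changed none of 13 results in either order.

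With each library left out in turn, 830 results in the order of Table S2 and 889 as named stayed on their side of the threshold or, without a call, within the limits set. The amplitude ratio in DD in the order of Table S2 is among them because no test called it, but it ran from -0.13 (without Ctrl CT8 replicate 1) to 0.56 (-Trp CT0 replicate 2) and changed sign for several libraries. Taking the order of Table S2, Ctrl LD had 1314 (without ZT16 replicate 2) to 2722 (ZT20 replicate 2) oscillating genes and -Trp DD 258 (CT0 replicate 2) to 677 (CT0 replicate 1; 602 without CT4 replicate 2). The LD difference ran from -532 (Ctrl ZT16 replicate 2) to 876 (Ctrl ZT20 replicate 2) and reversed for 13 of 36 libraries, those of Ctrl LD being ZT20 replicate 2 and ZT8 replicate 1 (122), the others being ZT0 replicates 2 and 3, ZT4 replicates 2 and 3, ZT12 replicate 1 and all of ZT16 and ZT20 of -Trp LD (32 to 265). The DD difference ran from 467 (Ctrl CT0 replicate 3) to 1109 (Ctrl CT16 replicate 1), with 578, 554 and 548 without Ctrl CT0 replicate 1, Ctrl CT4 replicate 2 and -Trp CT0 replicate 1. DD minus LD ran from -5 (Ctrl ZT20 replicate 2, reversed) to 1403 (Ctrl ZT16 replicate 2). Shared genes in DD were 15 (without -Trp CT0 replicate 2) to 38 (-Trp CT8 replicate 3). The phase difference in DD ran from 7 h (-Trp CT4 replicate 2) to 10 h, past the threshold without Ctrl CT16 replicate 2, -Trp CT0 replicate 1 or -Trp CT16 replicate 3.

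Genes that differed in level, in the order of Table S2, were 106 (without Ctrl ZT12 replicate 1) to 261 (Ctrl ZT20 replicate 2) in LD and 1180 (-Trp CT12 replicate 3) to 2794 (Ctrl CT0 replicate 1) in DD, with 1281 and 1265 without -Trp CT20 and CT0 replicate 1. The diet effect differed between LD and DD for 808 (-Trp CT20 replicate 1) to 1680 (Ctrl CT0 replicate 1) genes. Genes that differed in rhythm in DD were 1 to 8, with 15 of 36 libraries changing the number. It was 1 without -Trp CT4 replicate 3, -Trp CT8 replicate 2, Ctrl CT4 replicate 1, Ctrl CT16 replicate 2 or Ctrl CT20 replicates 1 or 3, 2 without Ctrl CT4 replicate 2 or Ctrl CT8 replicate 1, 3 without -Trp CT12 replicate 2, -Trp CT20 replicates 1 or 3, Ctrl CT8 replicate 3 or Ctrl CT20 replicate 2, and 8 without -Trp CT4 replicate 2 or Ctrl CT16 replicate 3. AhR target genes in LD were 0 or 1, with 0 for 22 of 36 libraries. These were Ctrl ZT0 and ZT4 replicates 2 and 3, ZT8 replicate 1, ZT12 replicates 1, 2 and 3, ZT16 replicate 2 and ZT20 replicates 1 and 3, and -Trp ZT0 replicates 2 and 3, ZT4 and ZT8 replicate 2, ZT12 and ZT16 replicates 1 and 2 and ZT20 replicates 1, 2 and 3.

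By column name, shared genes in LD were 146 (without -Trp 16 h replicate 1) to 308 (-Trp 20 h replicate 2). The phase difference in LD ran from 5 h (-Trp 20 h replicate 2, permutation p = 0.172) to 10 h, and was 8 h and no longer past the threshold without -Trp 4 or 8 h replicate 3. In DD it ran from 4 to 6 h, past the threshold without Ctrl 0 h replicates 1 or 3, Ctrl 4 h replicate 3, -Trp 12 h replicate 2 or -Trp 16 h replicate 2. The DD difference ran from 3169 (Ctrl 20 h replicate 3) to 5731 (Ctrl 0 h replicate 2), with 3421 and 3401 without Ctrl 16 h replicates 2 and 3 and 3346 and 3182 without Ctrl 20 h replicates 1 and 2. DD minus LD ran from -5630 (Ctrl DD 20 h replicate 3) to -2193 (Ctrl LD 20 h replicate 2), with -2273, -2362 and -2319 without Ctrl LD 16 h replicate 3 and 20 h replicates 1 and 3, and -5398, -5453 and -5617 without Ctrl DD 16 h replicate 3 and 20 h replicates 1 and 2. The difference in the rhythm of Timeless had p-values of 0.0402 (Ctrl 0 h replicate 3) to 0.459 (Ctrl 8 h replicate 3). AhR target genes in LD were 1 or 2, with 1 without Ctrl 0 or 16 h replicate 3, Ctrl 20 h replicate 2, -Trp 0 or 4 h replicates 2 or 3, -Trp 12 h replicates 1 or 3, -Trp 16 h replicate 2 or -Trp 20 h replicates 1 or 3.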

Differences from the paper's values

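The paper's numbers of oscillating SCN genes were compared with those recomputed by JTK_CYCLE with the columns as named. For Ctrl LD, the paper's value in the supplement is 1769 and the recomputed one 9416. For -Trp LD, the paper's value is about 1800 (Fig. 4E, read by eye) and the recomputed one 617. For Ctrl DD, the paper's is about 1200 (Fig. 4F, read by eye) against 6874, and for -Trp DD about 350 (Fig. 4F, read by eye) against 1661. None of the 9 alternatives set before the data were examined came within 1.5 times of the paper's value for these groups. They gave 7421 to 11047 genes for Ctrl LD, 0 to 895 for -Trp LD, 3016 to 10267 for Ctrl DD and 22 to 2383 for -Trp DD.

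The genes oscillating on both diets in LD are about 580 in the paper (Fig. 4E, read by eye) and 226 here. Of the alternatives set before the data were examined, the limma cosinor model with pseudocounts of 0.5, 0.1 and 1 came within 1.5 times of the paper's number, with 447, 411 and 446 genes. The others (Benjamini-Hochberg adjustment, mean of at least 1 FPKM, median-of-ratios FPKM, other periods, ties kept, replicate block) gave 0 to 309. In DD, the paper has about 29 (Fig. 4F, read by eye) and the recomputed number is 607, with 2 to 1359 genes under the 9 alternatives, none within 1.5 times.

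For the genes of Fig. 5C, the p-values printed in the paper were compared, as read from the figure. For Timeless, the paper gives about 0.0004 in Ctrl DD against 1 here, and about 1 in -Trp DD against 0.217, and none of the alternatives set before the data were examined reached either (0.631 to 1, and 0.181 to 0.651). For Ankfn1, the paper gives about 0.0029 in Ctrl DD against 0.00795, where the search of periods of 20, 24 and 28 h came within 1.5 times (0.00418) and the other alternatives did not. In -Trp DD it gives about 0.38 for Ankfn1 against 0.143, where the search of 3 periods (0.429) and the cosinor model with a pseudocount of 0.1 (0.268) came within 1.5 times and the others did not. For Lepr in Ctrl DD, the paper gives about 0.0041 against 0.0259, and for Nms in Ctrl DD about 0.0058 against 0.458, and no alternative reached them (0.0006 to 0.044, and 0.171 to 1). For Lgr4, it gives about 0.008 in Ctrl DD against 0.143, which no alternative reached (0.0568 to 0.429), and about 0.32 in -Trp DD against 0.0724, where the search of 3 periods (0.217) came within 1.5 times and the others did not. The p-values of Lepr and Nms in -Trp DD match, at 1.

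The mean of Timeless at CT16 in DD is about 1.7 FPKM on the Ctrl diet and about 1.0 on the -Trp diet in the paper (Fig. 5D, read by eye), and 0.677 and 0.589 FPKM here with the columns as named. No alternative set before the data were examined applies to these means.

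In the order of Table S2, which was chosen after seeing the values and drops 0 of the paper's called genes in the copy of Table S2 used here, every one of these values comes within 1.5 times of the paper's. The numbers of oscillating genes are then 1769, 1846, 1225 and 354, with 577 and 29 on both diets. For LD, Fig. 4E prints numbers that differ by 1 gene from 1192, 577 and 1269, and those printed in Fig. 4F match 1196, 29 and 325. The p-values in Ctrl DD and -Trp DD are 0.000412 and 1 for Timeless and 0.00291 and 0.384 for Ankfn1, and in Ctrl DD 0.00412 for Lepr and 0.00576 for Nms. Those of Lgr4 are 0.00795 and 0.319. Timeless at CT16 then has 1.74 and 1.02 FPKM.

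The paper states that genes oscillating on both diets in LD have the higher amplitude on the -Trp diet. For the columns as named, the median log2 ratio of -Trp over Ctrl was -1.13, and in the order of Table S2 it was 0.24. The paper states that this was attenuated in DD. Under the order of Table S2, the median in DD was 0.21, and the difference from LD of -0.03 was reached or passed in size by 88 of 99 exchanges of the diets.

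The paper describes the phases of oscillating genes as aligned between the diets in LD and misaligned in DD. Only genes called on both diets were compared here. By column name, their phases differed by a median of 10 h in LD and 6 h in DD, and in the order of Table S2 by 2 h and 8 h. The paper describes the rhythmic program in LD as largely altered by the -Trp diet. With the order of Table S2, 67.4% and 68.7% of the genes were called on 1 diet alone, while the test of the difference in rhythm by limma passed for 0 of 14202 genes (456 at an unadjusted p-value under 0.05).

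The paper states that the oscillation of selected clock genes did not change with diet. By column name, limma called a difference in rhythm for 4 of 6 in LD and 2 of 6 in DD (adjusted over the list alone), and in the order of Table S2 for 0 of 6 in both. In DD and in that order, JTK_CYCLE called only Nampt, on the Ctrl diet, so the test there cannot show an unchanged oscillation. The paper states that the number of oscillating genes in DD was much reduced on the -Trp diet. Taking the order of Table S2, the numbers go the same way (1225 and 354), and 12 of 100 exchanges of the diets gave a difference as large.

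The paper reports that it observed no altered expression of canonical AhR target genes, and leaves open an influence on AhR at certain sites. In the order of Table S2 and with the filter on low values, Ugt1a6a was higher on the -Trp diet in LD (adjusted p = 0.0423 from limma) and no gene passed in DD. That call in LD was lost without any 1 of 22 of the 36 libraries, with the replicate block and on FPKM as deposited. Without the filter, Ugt1a6a was not past the threshold in LD (adjusted p = 0.0537 from limma) and was higher in DD (adjusted p = 1.17e-05). The other 7 genes of the list did not pass. With the columns as named and the filter, Cyp1b1 and Tiparp were higher in LD and Ugt1a6a lower in DD. Without the filter, Ahrr, Cyp1b1 and Tiparp were higher in LD, and Ahrr, Cyp1b1 and Ugt1a6a lower in DD. These differences by column name are not separated from the range of total FPKM, in which the diets differ at 0 to 12 h.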

Other observations

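The tests chosen only after the result was seen are those of the exchange of light labels at 0 to 12 h, of the shift of columns, of a technical difference between sets of libraries, of meninges in 1 library, of exchanged time points in Ctrl DD, and the restriction to 0 to 12 h. The order of Table S2 was itself chosen after the values were seen, and every result in it rests on that choice. The other tests under this heading, those run in that order included, were set before their own results. The tests of 1 library out of place for the diet effects, given further up, were chosen afterwards.

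By column name, both control groups change between the 2 ranges of total FPKM between 12 and 16 h, in opposite directions. The values argue against an exchange of the light labels of the control libraries at 16 and 20 h, under which the control minus -Trp difference would follow the light effect with a slope near -2 across 1000 genes, while the slope was 0.425 (middle 95% over resampled genes, 0.138 to 0.699). An exchange at 0 to 12 h stays open. The clock gene profiles are as it predicts, with Ctrl LD nearer to -Trp DD than to -Trp LD (root mean square distance 0.149 against 0.321, log2 scale) and Ctrl DD nearer to -Trp LD than to -Trp DD (0.140 against 0.269). The shift of columns against Table S2 predicts the same closeness, so these profiles do not tell an exchange from the shift. Against it, 0 of 24 control columns of Table S2 at these times hold the values of the other light schedule at the same time. A few leading genes do not account for the ranges, which stay 34469 apart without the 100 genes of highest mean (319569 against 285100). A candidate explanation for the change of range is that the deposited columns are shifted against the libraries. It is in line with 36 of 36 columns of Table S2 in the copy used here, each of which holds the values of the deposited column 12 places further on. The values cannot show which of the 2 orders is that of the mice.

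The change of range also may account for most of the genes called oscillating in the control groups as named. Of 4842 genes called in both Ctrl LD and Ctrl DD, the lags differ by a median of 10.0 h, and 97.7% differ by 8 h or more. The step between 12 and 16 h follows the ratio between the -Trp groups in 96.7% of 8578 called genes in Ctrl LD and 96.8% of 6135 in Ctrl DD. Over 0 to 12 h alone, JTK_CYCLE called 552 genes in Ctrl DD and 1408 in -Trp DD, the reverse of the comparison over all time points. This part of the cycle cannot tell a rhythm from a steady rise or fall.

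The 2 ranges differ in composition. Genes with long transcripts are lower in the higher range (rho -0.539 across 13793 genes, 96.3% of those expressed). In 5 equal groups of genes by length, the median log2 ratio was 0.41 at a median length of 1329 nt, 0.21 at 2413, 0.03 at 3364, -0.10 at 4463 and -0.43 at 6846. Meg3 had 203 FPKM in the higher and 840 in the lower range, Malat1 23.8 and 84.6, and Rps29 2587 and 1446. The sum of FPKM is larger when more fragments come from short transcripts, so a fall with length is largely built into ranges of that sum. The test therefore cannot decide on a bias by transcript length, which stays open. A different share of cell types stays open, with 4 of 13 marker lists outside the random range (other hypothalamic neurons -0.276, astrocytes -0.00168, meninges -0.605, striatum or olfactory tissue 0.427), while 31.3% of 14174 genes outside all lists also differ by more than 0.5 on the log2 scale.

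Under the order of Table S2, the ranges follow the light schedule, with 36 of 36 LD libraries in the higher range, and limma finds 12291 of 14425 genes that differ between LD and DD. A technical difference between 2 sets of libraries cannot be told apart from light here, because all libraries of 1 schedule would lie in 1 set. The log2 ratio of LD over DD also falls with transcript length (rho -0.529). The LD and DD libraries are nearly the same sets as the 2 ranges, so this is no separate evidence for a technical part. An effect of light on the SCN stays open, as untested. Replicate 2 of -Trp DD at CT4 has a total in the higher range, unlike the other DD libraries. A mixture of libraries of both ranges is argued against, because genes higher in LD sit at 0.101 of the way from DD to LD and genes lower in LD at 0.693, a difference of -0.591 where a mixture would give the same place (228 and 879 genes).

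Chance cannot be excluded for several numbers of oscillating genes. With the order of Table S2, 1 of 100 splits of the libraries over the time points gave as many genes in Ctrl LD, 4 in -Trp LD, 4 in Ctrl DD and 67 in -Trp DD. Chance can be excluded for Ctrl LD, where only the real order reached that number. It is unlikely but not excluded for -Trp LD and Ctrl DD, where random orders reached 2294 and 1873 genes. For the difference between the diets, 95 of 100 splits were as large in LD, 12 in DD and 34 for DD minus LD, so chance cannot be excluded for these. It can be excluded for the 5 genes that differed in rhythm in DD (1 of 100 splits). For the 0 genes in LD, all 100 of 100 splits reach that number by construction, which tells nothing, and the largest number in a split was 768. By column name, 1, 27, 1 and 1 of 100 splits gave as many genes in Ctrl LD, -Trp LD, Ctrl DD and -Trp DD. For the difference between the diets 1 was as large in LD, 3 in DD and 23 for DD minus LD, and for differences in rhythm 1 in LD and 2 in DD. The splits mix libraries of both ranges of total FPKM there, so they do not separate diet or time from range.

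The smaller number of oscillating genes in -Trp DD than in Ctrl DD, in the order of Table S2, is not explained by a larger spread between replicates, since the ratio of the median SD was 1.02 (0.132 against 0.13 on the log2 scale). In LD the median SD was 0.13 on the Ctrl diet and 0.154 on the -Trp diet. Nor is it explained by 1 library of -Trp DD out of place, since at most 677 genes were called with 1 library left out (replicate 1 at CT0), fewer than the 1225 of Ctrl DD. Chance cannot be excluded for this difference (12 of 100 splits), and no technical or biological source of it is shown.

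Replicate 1 of Ctrl DD at CT12, in the order of Table S2, stands apart from the other 71 libraries, with 244 genes above 2 times the highest other library and 257 below 0.5 times the lowest. Cortex or hippocampus in the dissected tissue is a candidate source, since 8 of 9 marker genes are higher there than in every other library. Slc17a7 (chromosome 7, 45163949 to 45176142) has 279 FPKM against at most 24.3 elsewhere, Neurod6 (chromosome 6, 55677822 to 55681263) has 51.3 against 1.22, and Tbr1 has 19.2 against 4.82. Meninges may be present too, with 9 of 11 marker genes higher than in every other library, among them Dcn at 51.8 against 34.8 FPKM (Slc6a20a and Ogn are the exceptions). Choroid plexus stays open, with 2 of 12 genes (Kl and Enpp2) above every other library and 10 of 12 above the mean of the other two libraries of the time point, Ttr among these at 94.2 against 14.5 FPKM (286 in 1 library of another time point), while Clic6 is below every other library at 2.32. Pituitary is argued against (0 of 7 genes above every other library and 1 of 7 above that mean), and so is striatum or olfactory tissue (0 of 8 and 3 of 8). Of 14 SCN genes, 11 are below the mean of the other two libraries of the time point and 8 below every other library, and of 15 genes of other hypothalamic neurons 7 are below every other library. Among these are Six3 at 0.362 FPKM (5.37 or more elsewhere), Avp at 18.5 (41.3 or more) and Oxt at 21.0 (172 or more). The SCN genes that are not low are Vip, at 17.6 FPKM against a mean of 5.74 in the other two libraries, Grp and Rora. A smaller share of SCN in the dissected tissue was not tested on its own and stays open. Genes named in the lists are also expressed in other libraries. Their levels there range from low, as for Neurod6, to high, as for Enpp2 at 29.4 to 66.1 FPKM. Without this library, Ctrl DD has 1288 oscillating genes, 27 genes are shared with -Trp DD, 2425 genes differ in level between the diets in DD and Timeless has a p-value of 0.00121 in Ctrl DD.

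Clock genes of the DD groups, in the order of Table S2, do not rise and fall once over the time points as they do in LD. The profile in LD of 499 genes called on both diets there, without the clock genes looked at before, was compared with each of the 720 possible orders of the 6 time points. In Ctrl DD the given order ranked 288 (0.0559), and the order with CT12 and CT20 exchanged ranked 2 (0.39), which may point to exchanged time points, but the best order was another (0.412) and with 720 orders the test decides nothing. In -Trp DD the given order ranked 132 (0.21), and the best order was higher by 0.404, at 0.615. Libraries out of order over whole time points stay open for both groups.

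Mice of 1 time point that differ from each other in circadian phase are another candidate explanation. The phase estimated per library from these genes had a median range within a time point of 6.55 h in Ctrl DD and 5.9 h in -Trp DD. Libraries placed at random over the time points gave 9.85 and 10 h, so that the time points hold some order (permutation p = 0.0484 and 0.0147). The genes were chosen for their rhythm in LD, so the LD libraries are no fair reference for these ranges, and noise in the estimates was not separated from a true spread of phases. The explanation stays open. Free-running mice could drift apart in phase in DD, which was not tested.

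The genes of the ATF4 response to missing amino acids gave p-values of 0.00105 by limma's fry in LD in the order of Table S2, with higher expression on the -Trp diet, and 0.284 in DD, with lower expression. Of 17 genes tested, 1 passed in LD by limma with Benjamini-Hochberg adjustment, Chac1 (chromosome 2, 119351229 to 119354381; 7.21 ± 0.837 FPKM on the -Trp diet against 6.19 ± 0.573, log2 fold change 0.22, standard error 0.0466, adjusted p = 0.0103, 15 of 18 libraries above the Ctrl median). In DD 2 passed, both lower on the -Trp diet, Slc7a5 (chromosome 8, 121881150 to 121907694; -0.26, adjusted p = 0.00468, 1 of 18 above) and Slc3a2 (chromosome 19, 8706882 to 8723369; -0.16, adjusted p = 0.01, 1 of 18 above). Adjusted over the list alone, 1 gene passed in LD and 4 in DD. For the columns as named, 15 of 17 genes passed in LD (p-value of 1.03e-06 by limma's fry, lower) and 13 in DD (5.14e-09, higher), where diet and range of total FPKM coincide at most time points.

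Immediate early genes had a median log2 fold change between the diets of 0.03 in LD and -0.09 in DD in the order of Table S2, and of 0.31 between the ranges of total FPKM (8 of 10 genes tested). The last 2 lie outside the middle 95% of random lists of the same size, and the first within. Genes of tryptophan metabolism and signalling had -0.03, 0.09 and -0.20, over 6, 5 and 6 of 17 genes, all within that range. The other genes of the list lie below the filter.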
